# Glycolytic-to-oxidative fiber-type switch and mTOR signaling activation are early-onset features of SBMA muscle modified by high-fat diet

**DOI:** 10.1007/s00401-016-1550-4

**Published:** 2016-03-12

**Authors:** Anna Rocchi, Carmelo Milioto, Sara Parodi, Andrea Armirotti, Doriana Borgia, Matteo Pellegrini, Anna Urciuolo, Sibilla Molon, Valeria Morbidoni, Manuela Marabita, Vanina Romanello, Pamela Gatto, Bert Blaauw, Paolo Bonaldo, Fabio Sambataro, Diane M. Robins, Andrew P. Lieberman, Gianni Sorarù, Lodovica Vergani, Marco Sandri, Maria Pennuto

**Keywords:** Spinal and bulbar muscular atrophy, Androgen receptor, Skeletal muscle, mTOR, Rapamycin, PGC1α, High-fat diet

## Abstract

Spinal and bulbar muscular atrophy (SBMA) is a neuromuscular disease caused by the expansion of a polyglutamine tract in the androgen receptor (AR). The mechanism by which expansion of polyglutamine in AR causes muscle atrophy is unknown. Here, we investigated pathological pathways underlying muscle atrophy in SBMA knock-in mice and patients. We show that glycolytic muscles were more severely affected than oxidative muscles in SBMA knock-in mice. Muscle atrophy was associated with early-onset, progressive glycolytic-to-oxidative fiber-type switch. Whole genome microarray and untargeted lipidomic analyses revealed enhanced lipid metabolism and impaired glycolysis selectively in muscle. These metabolic changes occurred before denervation and were associated with a concurrent enhancement of mechanistic target of rapamycin (mTOR) signaling, which induced peroxisome proliferator-activated receptor γ coactivator 1 alpha (PGC1α) expression. At later stages of disease, we detected mitochondrial membrane depolarization, enhanced transcription factor EB (TFEB) expression and autophagy, and mTOR-induced protein synthesis. Several of these abnormalities were detected in the muscle of SBMA patients. Feeding knock-in mice a high-fat diet (HFD) restored mTOR activation, decreased the expression of PGC1α, TFEB, and genes involved in oxidative metabolism, reduced mitochondrial abnormalities, ameliorated muscle pathology, and extended survival. These findings show early-onset and intrinsic metabolic alterations in SBMA muscle and link lipid/glucose metabolism to pathogenesis. Moreover, our results highlight an HFD regime as a promising approach to support SBMA patients.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00401-016-1550-4) contains supplementary material, which is available to authorized users.

## Introduction

Spinal and bulbar muscular atrophy (SBMA) is an X-linked motor neuron disease characterized by late-onset degeneration of lower motor neurons and skeletal muscle atrophy [41]. In addition, SBMA patients can develop non-motor symptoms, such as sexual dysfunctions, diabetes, and severe urinary tract dysfunction, which are related to androgen insensitivity [75]. SBMA is caused by the expansion of a polyglutamine tract in the gene encoding AR [43]. Polyglutamine expansions in specific genes are responsible for eight other neurodegenerative diseases, namely Huntington’s disease (HD), dentatorubral–pallidoluysian atrophy, and spinocerebellar ataxia (SCA) type 1, 2, 3, 6, 7, and 17 [67]. A unique feature of SBMA in the family of polyglutamine diseases is sex specificity: full manifestations are restricted to males. Sex specificity is due to the conversion of polyglutamine-expanded AR to a toxic species that occurs upon binding to its natural ligand, testosterone. In its inactive state, AR localizes to cytosol. Binding of AR to testosterone results in nuclear translocation, DNA binding, interaction with transcriptional co-regulators, and regulation (activation and repression) of expression of androgen-responsive genes; these post-translational events have all been associated with pathogenesis [71]. Although several experimental and clinical strategies to modify disease have been tested to date [81], no effective therapy for SBMA has yet been developed.

Skeletal muscle (dys)function is emerging as a key component of SBMA pathogenesis [84]. In addition to selective degeneration of motor neurons, SBMA patients develop progressive skeletal muscle weakness, fasciculations, and atrophy. SBMA patients show signs of muscle denervation, such as nerve sprouting, muscle fiber atrophy, and fiber-type grouping, together with signs of muscle degeneration, such as splitting, presence of central nuclei, and degeneration of fibers [96]. Neurogenic and myopathic processes have both been described in mouse models of SBMA [72, 84]. Notably, knock-in SBMA mice show muscle pathology that precedes spinal cord pathology [106]. Consistent with the idea that muscle plays a key role in pathogenesis, targeted overexpression of insulin-like growth factor 1 (IGF-1) selectively in muscle ameliorated disease manifestations in transgenic mice [70]. Unequivocal genetic evidence for a primary role of muscle in SBMA pathogenesis was recently provided by the observation that expression of polyglutamine-expanded AR in all tissues except skeletal muscle was sufficient to prevent disease manifestations in transgenic mice [17]. Supporting these observations were concurrent studies demonstrating that knockdown of polyglutamine-expanded AR expression only in peripheral tissues by antisense oligonucleotides was sufficient to attenuate disease manifestations in SBMA knock-in mice [45]. However, how polyglutamine-expanded AR causes muscle atrophy remains to be clarified.

Alterations of metabolic pathways and of the nutrient and energy status at the organism and cell levels are emerging as key players in neurodegenerative diseases [11]. Skeletal muscle is a central nutrient- and stress-sensor and has a primary role in age-related neurodegenerative diseases [24]. Skeletal muscle regulates systemic aging by influencing metabolism and responses of the organism to dietary restriction and oxidative stress; as such, it affects both life span and the progression of age-related diseases [3, 25]. The homeostasis of skeletal muscle is maintained by a fine balance between anabolic and catabolic processes, which co-exist in a dynamic equilibrium to regulate the rate of protein synthesis and degradation (i.e., protein turnover) as well as muscle fiber size. Muscle hypertrophy is characterized by an increase in muscle mass, which results from increased protein synthesis rate and muscle fiber size. On the other hand, muscle atrophy is characterized by reduced muscle mass, which results from reduced fiber size, increased protein degradation, and decreased force production and fatigue resistance. This equilibrium is maintained by several signaling pathways, including the evolutionarily conserved IGF-1/Akt pathway [91]. Based on the central role of skeletal muscle in energy metabolism and the fact that muscle is an easier therapeutic target compared to the nervous system for neurodegenerative diseases, here we investigated pathological processes occurring in SBMA muscles.

## Materials and methods

### Animals and treatments

Animal care and experimental procedures were conducted in accordance with the Italian Institute of Technology and the University of Trento ethics committees and were approved by the Italian Ministry of Health. Generation and genotyping of knock-in AR21Q and AR113Q mice were previously described [106]. Mice were randomized and fed a standard diet (Mucedola 4RF21), purified normal chow diet (NCD, D12450B Research Diet), and high-fat diet (HFD, D12451 Research Diet) as indicated. The operator was blind for genotype and treatment. For rotarod analysis (Ugo Basile), mice received a weekly session, which included one trial followed by two test trials at 21 rpm speed for a maximum period of 600 s and the average of recordings was used. For rapamycin treatment, 154-day-old mice were injected intraperitoneally with rapamycin (4.0 mg/kg, Gold Biotechnology). For analysis of the rate of protein synthesis, animals were starved 30 min, injected with puromycin (0.040 μmol/g puromycin dissolved in 100 μl PBS), and sacrificed 30 min after injection. In vivo and ex vivo muscle force was measured as previously described [8].

### Human samples

Anonymized control and patient biopsy sample collection was approved by the ethics committee of the University of Padova (Italy). Written informed consent was obtained from each patient. All patients who underwent muscle biopsy were clinically affected and showed weakness and/or fasciculation and/or muscle atrophy. Myopathic changes together with neurogenic atrophy were observed in muscle biopsies.

### Histological analysis

Muscles collected immediately after euthanasia were flash-frozen in isopentane precooled in liquid nitrogen and embedded in optimal cutting temperature (OCT) compound (Tissue Tek, Sakura), and cross sections (10 µm thick) were cut with a cryostat (CM1850 UV, Leica Microsystems). Cryosections were processed for hematoxylin and eosin (H/E) and nicotinamide adenine dinucleotide (NADH) staining, as previously described [70]. For immunofluorescence analysis, muscle cryosections were incubated with M.O.M. IgG blocking solution (Vector), washed with phosphate-buffered saline (PBS) and incubated with a solution of PBS containing 0.5 % bovine serum albumin (BSA). Full list of antibodies used is provided in the Supplementary Information. Sections were mounted with aqueous mounting medium (Fluorescence Mounting Medium, Dako). Images were taken using an upright epifluorescence microscope (Zeiss Axio Imager M2) equipped with an X-Cite 120Q fluorescence light source and a Zeiss Mrm Color Camera. Multichannel images and mosaics were taken using Zeiss Axio Vision Software (V.4.8.2 SP3).

### Biochemical analysis

Muscles were mechanically pulverized and homogenized in lysis buffer [20 mM HEPES, 5 mM EGTA, 2 % sodium dodecyl sulfate (SDS)] and processed by SDS–polyacrylamide gels (SDS-PAGE) as previously described [70]. Full list of antibodies used is provided in the Supplementary Information. Signal intensities were quantified by ImageQuant LAS 4000 mini (GE Healthcare BioSciences). Lactate dehydrogenase (LDH) and citrate synthase activity was measured as previously described [42, 99]. For proteasome activity assay, muscles were lysed using ice-cold lysis buffer [50 mM HEPES, 5 mM EDTA, 150 mM NaCl, 2 mM ATP, 1 % Triton X-100], sonicated and centrifuged. Protein extracts were incubated in 25 mM HEPES, 0.5 mM EDTA, 0.05 % NP40, 0.001 % SDS, and 0.5 mM *N*-Succinyl-Leu-Leu-Val-Tyr-7-Amido-4-Methylcoumarin (Sigma). The absorption was recorded at 460 nm by excitation at 355 nm (Victor3-V luminometer, PerkinElmer).

### High-resolution LC–MS/MS analysis for lipidomic profiling, real-time PCR, and microarray hybridization and data acquisition

Untargeted metabolomics experiments were performed as previously described [2]. For real-time analysis, total RNA was extracted with Trizol (Invitrogen), purified using RNeasy MinElute Cleanup Kit (QIAGEN), and reverse transcribed into cDNA using the iScript Reverse Transcription Supermix (Bio-Rad). Gene expression was measured by quantitative real-time PCR using 7900 HT Fast Real-Time PCR System (Applied Biosystems). The list of primers is provided in Supplementary Table 1. For microarray analysis, total RNA was purified using RNeasy MinElute Cleanup Kit (QIAGEN). High-quality RNA was used for labeling and array hybridization (Agilent Mouse GE 4X44 K slides). Slides were scanned on the Agilent DNA Microarray Scanner (G2505C) using the AgilentHD_GX_1Color Profile (scan area: 61 × 21.6 mm; scan resolution: 5 μm, dye channel set to 100 % Green PMT) of Agilent ScanControl software 8.1.3. Images were analyzed with Feature Extraction Software 10.7.3.1 (Agilent Technologies) using default parameters (protocol GE1_107_Sep09). Expression data were analyzed using the limma package from *R* and false discovery rate (FDR) control for statistical assessment of the microarray data (corrected *P* < 0.05 were considered significant). Gene set enrichment analysis (GSEA) was performed to identify sets of related genes altered in each experimental group (http://www.broad.mit.edu/gsea). Heat maps were generated using MeV TM4 software V 4.9 (http://www.tm4.org). Microarray data are available at the Gene Expression Omnibus database under accession number GSE68441.

### Mitochondrial membrane potential and complex activity analyses

Mitochondrial membrane potential was measured in isolated fibers from flexor digitorum brevis muscles. Mitochondrial membrane potential was measured by epifluorescence microscopy based on the accumulation of tetramethyl rhodamine methyl ester (TMRM) fluorescence, as previously described [82]. For mitochondrial complex activity, total muscle lysates were extracted and the enzymatic activities of the respiratory chain complexes I–IV were assayed as previously described [99].

### Statistical analysis

All data are presented as mean ± standard error of the mean (SEM). Statistical differences of continuous data from two experimental groups were calculated using two-sample *t* tests. Comparisons of data from more than two groups were performed using a one-way ANOVA followed by a Fisher’s least significant difference post hoc test. Statistical comparisons of lifespan curves were performed using the log-rank and Gehan–Breslow–Wilcoxon tests. Statistical significance threshold was set at *P* < 0.05, unless otherwise indicated.

## Results

### Shift towards oxidative metabolism in glycolytic SBMA muscles

To elucidate the pathological processes underlying muscle atrophy in SBMA, we used SBMA knock-in mice that express AR with a pathogenic polyglutamine tract of 113 glutamine residues (AR113Q) and, as controls, AR21Q and wild-type littermates [72]. No signs of muscle atrophy were detected in AR21Q mice (Supplementary Fig. 1a), as previously described [107]. To determine whether expression of polyglutamine-expanded AR differentially affects muscles composed primarily of either type I slow-oxidative fibers (e.g., soleus) or type II fast-glycolytic fibers [e.g., quadriceps, gastrocnemius, tibialis anterior (TA)], we assessed the wet weight of these muscles as a function of disease progression. The mass of quadriceps, gastrocnemius, and TA was reduced by 13–35 % beginning at 60 or 90 days of age, whereas the mass of soleus did not change over the course of disease in AR113Q mice compared to age-matched control mice (Fig. 1a; Supplementary Fig. 1b). By H/E analysis, the mean myofiber cross-sectional area (CSA) of quadriceps, gastrocnemius, and TA muscles was decreased by 10–30 % in 90- and 180-day-old AR113Q mice, whereas that of soleus was increased (Supplementary Fig. 2a–c). Tetanic force production was decreased by 27 % in the gastrocnemius, but not soleus (Supplementary Fig. 1c, d), indicating that structural alterations are associated with functional deficits. Notably, the degree of atrophy correlated with the levels of expression of AR, suggesting a dose-dependent effect of polyglutamine-expanded AR in muscle (Fig. 1b). These results indicate that expression of AR113Q preferentially affects glycolytic muscles compared to oxidative muscles.

**Fig. 1:**
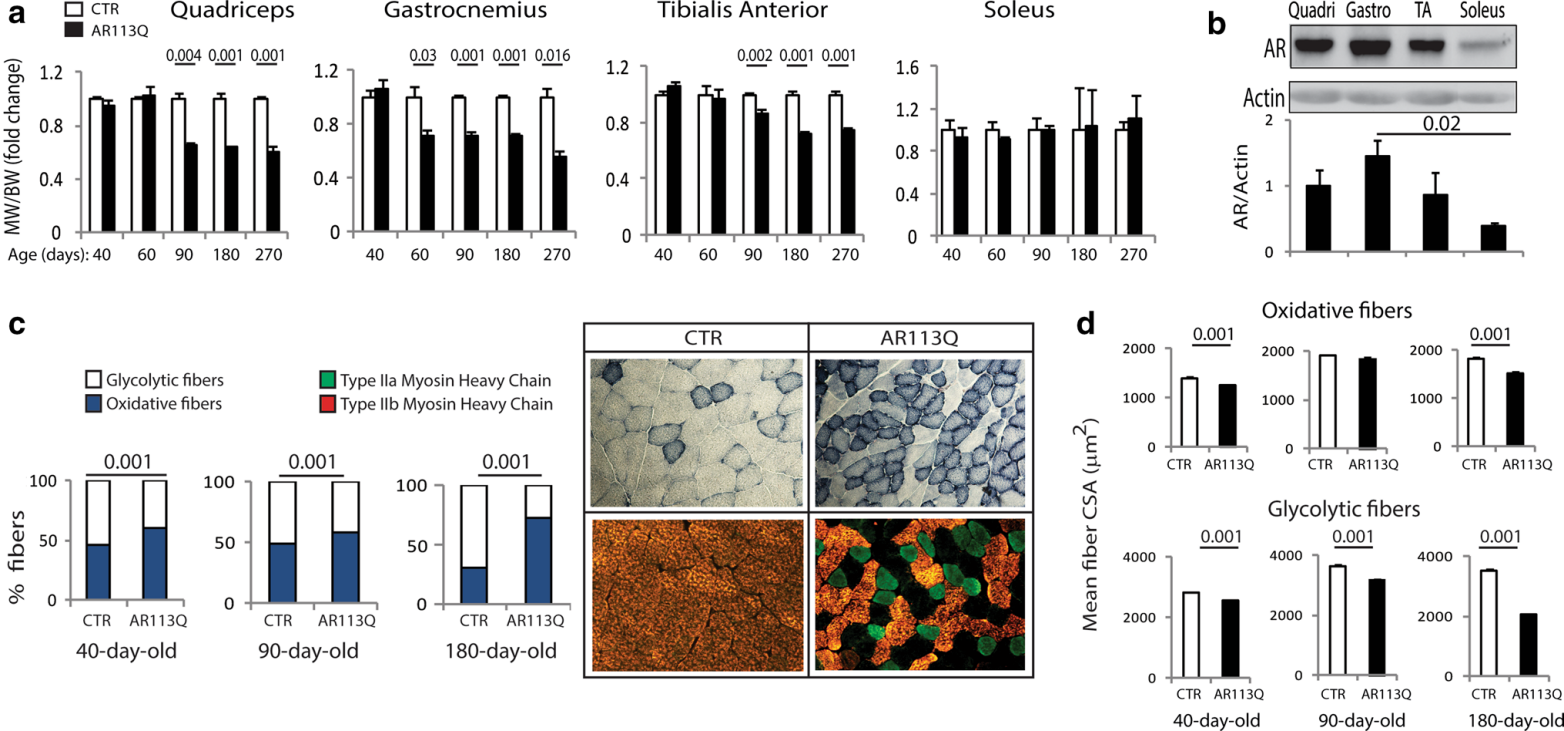
Glycolytic-to-oxidative fiber-type switch in SBMA glycolytic muscles. **a** Muscle weight (MW) normalized to body weight (BW) of the indicated skeletal muscles of AR113Q and control (CTR, wild type) mice analyzed as a function of disease progression. Graphs show mean ± sem, *n* = 3–10 mice. **b** Western blotting analysis of AR expression levels in quadriceps (quadri), gastrocnemius (gastro), tibialis anterior (TA), and soleus muscles of 90-day-old AR113Q mice. AR was detected with specific antibody, and actin was used as loading control. Graph shows mean ± sem, *n* = 3. **c** *Left* NADH staining of quadriceps from AR113Q and CTR (wild type) mice. Graphs show mean ± sem, *n* = 3–8 mice. *Right* NADH staining (*top panel*) and immunofluorescence of type IIa (*green*) and IIb (*red*) myosin heavy chain-positive fibers (*bottom panel*) in the quadriceps muscle of 180-day-old AR113Q and CTR mice. Shown are representative images from *n* = 3 mice. **d** Analysis of the mean oxidative and glycolytic myofiber CSA in the quadriceps of AR113Q and CTR (wild type) mice. Graphs show mean ± sem, *n* = 3 mice

Analysis of muscle biopsies has revealed that the number of type I oxidative fibers is increased in the glycolytic muscles of SBMA patients, suggesting metabolic alterations [38]. By NADH staining, we observed a progressive shift from fast-glycolytic towards slow-oxidative fiber subtype in the quadriceps and gastrocnemius of AR113Q mice, which was detected as early as 40 days of age (Fig. 1c; Supplementary Fig. 3a, b). Staining of type IIa (fast-oxidative) and IIb (fast-glycolytic) fibers confirmed that the number of type IIb fibers was decreased, whereas that of type IIa was increased in the quadriceps of AR113Q mice. Notably, the mean CSA of oxidative fibers was decreased by 10 % in 40-day-old AR113Q mice and progressed to 16 % in 180-day-old mice, whereas that of glycolytic fibers was decreased by 10 % at 40 days of age and progressed to 40 % at 180 days of age in the quadriceps and gastrocnemius (Fig. 1d; Supplementary Fig. 4a, b). These results indicate an early-onset glycolytic-to-oxidative fiber-type switch with atrophy of glycolytic fibers exceeding that of oxidative fibers in the muscle of SBMA knock-in mice.

### Glycolysis is impaired in SBMA muscles

Given that oxidative and glycolytic fibers primarily use oxidative phosphorylation and glycolysis to generate ATP, respectively, we hypothesized that the lipid profile of AR113Q mice was altered. Using untargeted high-resolution LC–MS/MS lipidomic and unsupervised principal component analyses, we identified major lipid alterations in muscle, but not serum, with 45 lipids significantly (*P* ≤ 0.001) enriched (fold change >1.5) and 22 lipids decreased (fold change <0.5) in AR113Q mice (Fig. 2a; Supplementary Fig. 5a; Supplementary Table 2). Lysophosphatidylcholines, lysophosphatidylethanolamines, ceramides, diglycerides, and polyunsaturated fatty acids were increased, whereas species enriched in polyunsaturated lipids and phosphatidylglycerol were decreased, suggesting increased lipid synthesis and turnover. To investigate the molecular pathways underlying the metabolic alterations detected in glycolytic SBMA muscles, we performed whole genome microarray analysis on quadriceps muscle. 

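The arrays compared quadriceps of 180-day-old AR113Q mice, the knock-in model of SBMA, with quadriceps of wild-type control (CTR) mice of that age. Mice of each genotype were fed either the purified normal chow diet (NCD) or a high-fat diet (HFD). A single sample was hybridized to each array, with 5 CTR-NCD, 5 AR113Q-NCD, 4 CTR-HFD and 5 AR113Q-HFD arrays, and n counts arrays. The paper's text does not state whether a sample held the RNA of a single mouse. The authors read the one-colour Agilent arrays with the Feature Extraction software, which subtracted the local background of each spot and corrected for trends across the array. The processed signals carry no normalization between arrays, and the paper's text does not name one. They were taken to the log2 scale and expressed relative to the 75th percentile of their array, so that 0 stands for that percentile. Spots marked by the software as outliers were left out, and spots of the same probe were averaged, which gave 39429 probes. A probe was tested when the software called it well above background on at least 4 of the 19 arrays, as it did for 32026 probes of 24741 genes. The share of probes well above background was 70.4% to 80.1% in CTR-NCD, 71.9% to 77.6% in AR113Q-NCD, 67.1% to 77.4% in CTR-HFD and 73.0% to 79.3% in AR113Q-HFD arrays. The number of arrays per group limits the precision. The 4 groups were fitted together with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probes tested. The 19 arrays lay on 5 slides, and every slide held arrays of several groups. Probe positions are those of mm9, the mouse genome build of the files.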

We identified 550 upregulated (fold change ≥1.5) genes and 286 downregulated (fold change ≤0.6) genes in the quadriceps of 180-day-old AR113Q mice compared to age-matched control mice (*P* < 0.05, false discovery rate <0.05) (Supplementary Fig. 5b; Supplementary Table 3). 

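A gene was counted when at least 1 of its probes had an adjusted p under 0.05 in limma and a fold change of at least 1.5 or at most 0.6. Between AR113Q-NCD and CTR-NCD quadriceps, 623 genes were higher and 568 genes were lower in AR113Q mice, and 2 genes were counted in both directions through different probes. At an unadjusted p under 0.05 with the same fold thresholds, 809 genes were higher and 783 lower. Among the probes counted as higher, 86.2% had every AR113Q-NCD array above every CTR-NCD array, and among the probes counted as lower, 89.3% had every AR113Q-NCD array below, though these probes were chosen by their change on the same arrays. With the slide as a block in the model, 652 genes were higher and 746 lower. Of the alternatives tried, leaving out the fold thresholds moved the counts most, to 2213 higher and 2503 lower genes, and among the choices of values it was normexp background correction, with 236 higher and 206 lower genes. That correction is unreliable here, since its fit takes in spots far under their local background. Without these spots, a setting chosen after the data were seen, 357 genes were higher and 400 lower. Among the counted genes whose arrays did not overlap between the groups, Sln, which encodes sarcolipin, had the largest rise. Its log2 signal was 3.96 ± 0.45 (SD, n = 5) in AR113Q-NCD and 0.56 ± 1.01 (SD, n = 5) in CTR-NCD arrays, a log2 fold change of 3.40 (standard error 0.63, adjusted p = 0.00119 from limma). The next were TC1678291 with a log2 fold change of 3.23 (adjusted p = 1.34e-08), Gm10727 with 3.12 (adjusted p = 4.26e-06) and Chrna9 with a fold change of 8.57 (adjusted p = 9.47e-05), followed by Slc2a5. A second Chrna9 probe went the other way, with a log2 fold change of −0.90 (adjusted p = 0.0344). Chrna9 was well above background on 5 of 5 AR113Q-NCD and on 3 of 5 CTR-NCD arrays, and the calls of TC1678291, Gm10727 and this Chrna9 probe were lost with normexp background correction. These calls were kept when spots under their background were left out of that correction. The largest falls were those of 1700001O22Rik, with a log2 fold change of −4.23, Dkk3 with −4.22, Ppm1n with −3.87, Smox with −3.67 and Htra4 with −3.51, with adjusted p of at most 0.000349. Ppm1n was well above background on 5 of 5 CTR-NCD and on 3 of 5 AR113Q-NCD arrays, so that the sizes of the Chrna9 and Ppm1n changes rest on a signal near the background in 1 group. Smox (NM_145533), which encodes spermine oxidase, was read by a probe on chromosome 2 from 131347853 to 131347912. Its log2 signal was 1.43 ± 0.07 (SD, n = 5) in AR113Q-NCD and 5.10 ± 0.36 (SD, n = 5) in CTR-NCD arrays. Of the 550 transcripts that the paper's Supplementary Table 3 lists as higher, 548 had the same direction here and 361 were past both thresholds. Of the 286 transcripts that it lists as lower, all had the same direction here and 246 were past both thresholds.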

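Transcripts of slow and fast fiber proteins were read on the AR113Q-NCD and CTR-NCD arrays. Slow skeletal troponin I (Tnni1, NM_021467), whose probe spans positions 137705328 to 137706203 of chromosome 1, had a log2 signal of 2.88 ± 0.54 (SD, n = 5) in AR113Q-NCD and 0.45 ± 1.71 (SD, n = 5) in CTR-NCD arrays. Its log2 fold change was 2.44 (standard error 1.09, adjusted p = 0.149 from limma), and the 2-sided exact permutation test of this gene alone gave p = 0.0159. The log2 fold changes of Tnnc1, Tnnt1, Ankrd2, Mb and Myh7b were 2.25, 2.56, 0.98, 0.30 and 1.33, with adjusted p between 0.116 and 0.626. These transcripts varied widely among CTR-NCD arrays, and CTR-NCD replicate 2, with a Tnni1 signal of 2.62, lay near the AR113Q-NCD arrays. Of 16 slow fiber genes, all had a positive log2 fold change, 2 had every AR113Q-NCD array above every CTR-NCD array, and 11 did without that replicate. The kinase subunit Prkag3 (NM_153744; chromosome 1, 74787214 to 74787273) had a log2 signal of 1.53 ± 0.21 (SD, n = 5) in AR113Q-NCD and 2.97 ± 0.37 (SD, n = 5) in CTR-NCD arrays, a log2 fold change of −1.44 (standard error 0.25, adjusted p = 0.000703 from limma). Fast troponin I (Tnni2) fell by 0.29 on the log2 scale (adjusted p = 0.027), Myh4 fell by 0.33 (adjusted p = 0.00679) and Pvalb fell by 0.41 (adjusted p = 0.00165) on the probe read here. These falls were smaller than the fold threshold asks, but a second Pvalb probe had a log2 fold change of −0.94 (adjusted p = 0.00558), through which Pvalb was counted as lower. The direction of such small changes depended on the scaling. Tnni2 had a log2 fold change of 0.07 with the authors' values, and Myh4 had 0.10 after quantile normalization, whereas the first Pvalb probe was lower under all alternatives, by a log2 fold change of −0.46 to −0.09. The probes of fast fiber genes are among the brightest of the array. The 20 fast fiber and glycolysis genes among the 400 brightest had a median log2 fold change of −0.40, and 755 of 10000 random lists of equally bright genes had a median as low. Of the 23 genes that the paper names in its microarray results, 14 had an adjusted p under 0.05 adjusted over the list alone and 12 over all probes tested. Since the study chose these genes on the same arrays, the first count is not independent evidence.

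**Figure D1:**
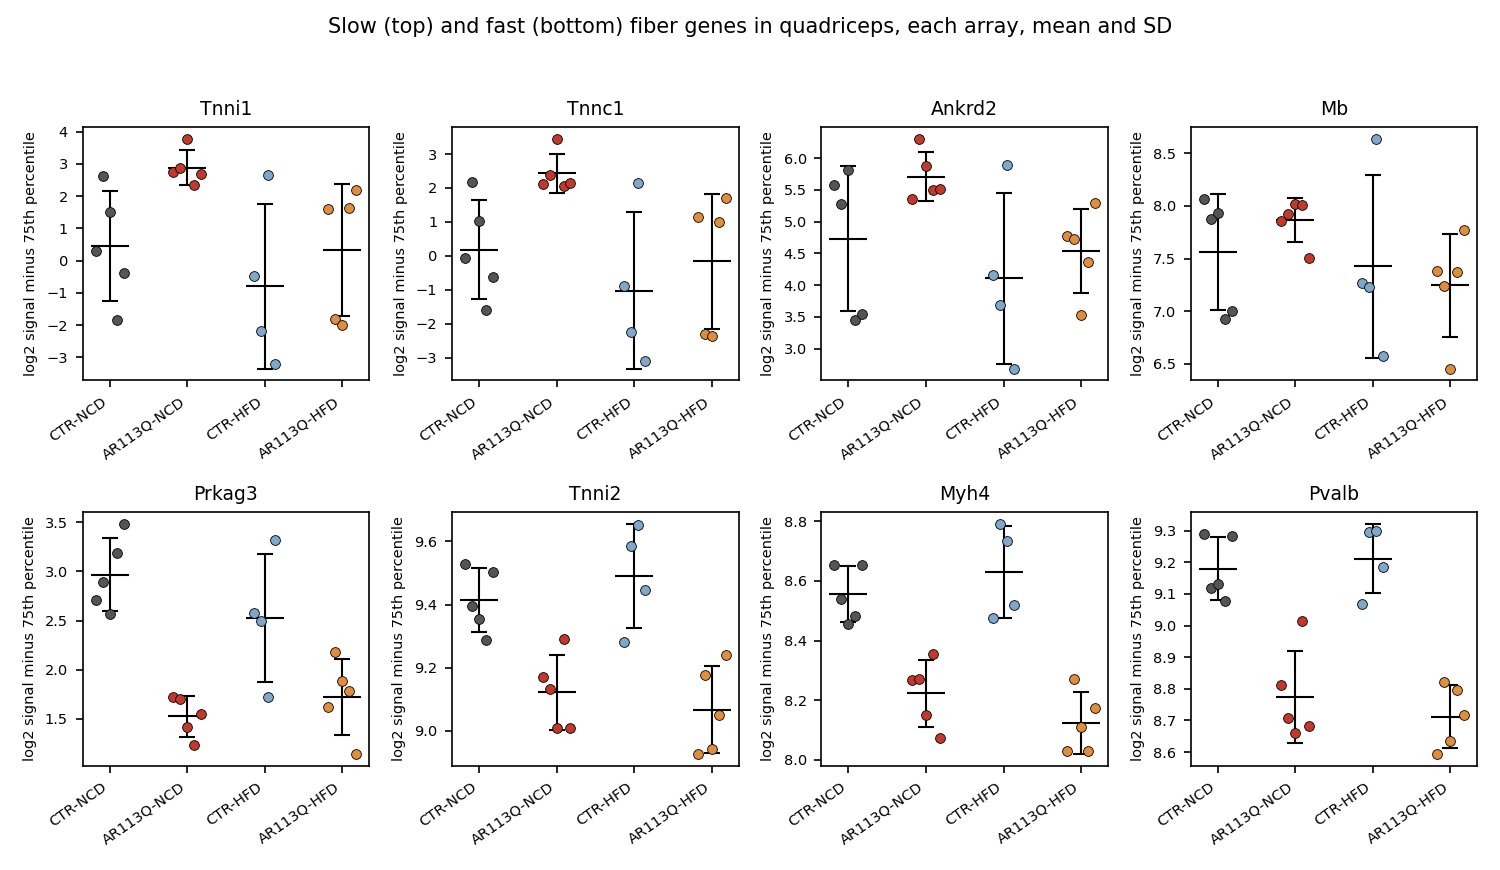
Log2 signal relative to the 75th percentile of the array (y axis) of 4 slow fiber genes (top) and 4 fast fiber genes (bottom) in the 4 groups of arrays (x axis); points are arrays, and lines are the mean and SD. The slow fiber genes overlap between AR113Q-NCD and CTR-NCD arrays, whereas Prkag3, Myh4 and Pvalb do not, though Myh4 rose after quantile normalization.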

Consistent with the glycolytic-to-oxidative metabolic shift described above, the transcript levels of markers of oxidative fibers, such as troponin I1 (*Tnni1*), troponin C1 (*Tnnc1*), troponin T1 (*Tnnt1*), ankyrin repeat domain 2 (*Ankrd2*), myoglobin (*Mb*), myosin heavy chain 7b (*Myh7b*), were all upregulated, whereas those of glycolytic fibers were either decreased, such as 5′-AMP-activated protein kinase subunit gamma-3 (*Prkag3*), or remained unchanged, such as troponin I2 (*TnnI2*), myosin heavy chain 4 (*Myh4*), and parvalbumin (*Pvalb*) (Supplementary Table 4). Gene set enrichment analysis (GSEA) revealed that the top pathways enriched in genes differentially expressed in AR113Q and control mice were metabolic pathways (Fig. 2b; Supplementary Table 5). 

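Metabolic pathways were tested with camera from limma, which asks whether the genes of a set change more than the other genes tested, with its preset inter-gene correlation of 0.01 and 1 probe per gene. The 10 sets were written by hand after the pathways that the paper names and were not the KEGG sets of its Fig. 2b, so their scores are not those of the paper. Between AR113Q-NCD and CTR-NCD arrays, the glycolysis set (14 genes measured) had a median log2 fold change of −0.42 (false discovery rate 7.77e-07 over the 10 sets), and the starch and sucrose set (22 genes) had a median of −0.30 (false discovery rate 6e-04). The fatty acid metabolism set (35 genes) had a median of 0.27 (false discovery rate 7.77e-07), the glycerolipid set (42 genes) a median of 0.12 (false discovery rate 0.000934) and the TCA cycle set (28 genes) a median of 0.09 (false discovery rate 0.00225). The PPAR signaling set (64 genes) had a median of 0.14 and did not pass 0.05 (false discovery rate 0.0596). The oxidative phosphorylation set (75 genes) had a median of −0.03 (false discovery rate 0.562), and its direction depended on the scaling, with a median of 0.12 after quantile normalization (false discovery rate 7.6e-06), 0.13 with the authors' values (1.71e-06) and 0.27 with normexp background correction (3.09e-16). Over all alternatives its false discovery rate ranged from 3.09e-16 to 0.913. The fatty acid synthesis set (13 genes) had a median of 0.28 (false discovery rate 0.173). The slow fiber set had a median of 1.64 (false discovery rate 7.23e-05), and the fast fiber set a median of −0.41 (false discovery rate 5.77e-09). The rotation test fry, which asks whether the genes of a set change at all and keeps their correlation, kept the glycolysis, starch and sucrose, fatty acid metabolism, glycerolipid and fast fiber sets under 0.05 and not the TCA cycle and slow fiber sets (both 0.0667). With the inter-gene correlation estimated from the arrays, none of the 10 sets passed 0.05, and the smallest false discovery rate was 0.0853. That correlation was 0.39 for glycolysis, 0.31 for the TCA cycle and 0.82 for the slow fiber genes. Quantile normalization moved the medians of the glycolysis and fast fiber sets most, to −0.09 for each, and both kept their call. Normexp background correction gave their highest false discovery rates of all alternatives, 0.921 and 0.571. When spots under their background were left out of that correction, both sets kept their call. The oxidative phosphorylation median was then −0.01 (false discovery rate 0.0352).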

The gene set “starch/sucrose metabolism”, which includes glycolytic genes, was downregulated, whereas “peroxisome proliferator-activated receptor alpha (PPARα) signaling”, “glycerolipid and fatty acid metabolism”, and “tricarboxylic acid (TCA) cycle” were upregulated. 

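Of the 22 measured genes of the starch and sucrose set, 17 were lower in AR113Q-NCD than in CTR-NCD quadriceps, 12 of them with an adjusted p under 0.05, and 5 were higher, 2 of them with an adjusted p under 0.05. Pygm (NM_011224), which encodes muscle glycogen phosphorylase, lies on chromosome 19, with its probe from 6398389 to 6398448. Its log2 signal was 7.70 ± 0.11 (SD, n = 5) in AR113Q-NCD and 8.21 ± 0.13 (SD, n = 5) in CTR-NCD arrays, a log2 fold change of −0.51 (standard error 0.07, adjusted p = 8.47e-05 from limma). In the PPAR signaling set, 40 of 64 genes were higher and 24 lower, and past an adjusted p of 0.05 there were 10 higher and 7 lower genes. Ppara itself (NM_011144) had a log2 signal of 2.27 ± 0.34 (SD, n = 5) in AR113Q-NCD and 1.13 ± 0.60 (SD, n = 5) in CTR-NCD arrays, a log2 fold change of 1.14 (standard error 0.37, adjusted p = 0.0433 from limma). This call was lost under 20 of 33 alternatives. Of 2 other Ppara probes, 1 had a log2 fold change of 1.06 (adjusted p = 0.051) and the other 0.08 (adjusted p = 0.877). In the glycerolipid set, 29 of 42 genes were higher, 11 of them with an adjusted p under 0.05, and 2 of the 13 lower genes were past it. Dgat2 (NM_026384), on chromosome 7 with its probe from 106302215 to 106302274, rose from 3.66 ± 0.30 (SD, n = 5) to 4.54 ± 0.29 (SD, n = 5), a log2 fold change of 0.88 (standard error 0.24, adjusted p = 0.0167 from limma). In the fatty acid metabolism set, 31 of 35 genes were higher, 8 of them with an adjusted p under 0.05, and 1 of the 4 lower genes was past it. In the TCA cycle set, 21 of 28 genes were higher and 3 of them had an adjusted p under 0.05, while citrate synthase (Cs) had a log2 fold change of 0.02 (adjusted p = 0.909).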

Similar changes in metabolic pathways were also detected in transgenic mice overexpressing AR97Q (Supplementary Table 5) [57]. By real-time PCR analysis, we validated the upregulation of genes involved in lipid metabolism, such as fatty acid synthase (*Fasn*), which catalyzes the synthesis of palmitate from malonyl-coenzyme A and acetyl-coenzyme A in a process that requires NADPH, aldehyde dehydrogenase 9 subfamily A1 (*Aldh9a1*), which detoxifies from accumulation of aldehydes generated by lipid peroxidation through NAD(P)+-dependent oxidation to carboxylic acids, diacylglycerol O-acyltransferase 2 (*Dgat2*), which catalyzes the synthesis of triglycerides from diacylglycerol and acyl-coenzyme A, the mitochondrial protein cell death-inducing DNA fragmentation factor alpha subunit-like effector A (*Cidea*), which plays a role in thermogenesis and lipolysis, the sarcoplasmic reticulum SERCA Ca(2+)-ATPase A2 (*Atp2a2*), and *Ppara*, which is involved in the regulation of muscle metabolism (Fig. 2c). Importantly, the expression of these genes was not altered in soleus (Supplementary Fig. 6a). The expression and activity of key enzymes in the glycolytic pathway, such as hexokinase II (*Hk II*), phosphofructokinase 1 (*Pfkm*), 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (*Pfkb3*), glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*), phosphoglycerate kinase 1 (*Pgk1*), and lactate dehydrogenase (LDH), were downregulated in the quadriceps muscle of AR113Q mice, whereas the activity of citrate synthase (CS) was increased (Fig. 2d–f; Supplementary Fig. 5c, d). Alterations in glycolytic gene expression preceded those in lipid gene expression, as they were detected as early as 90 days of age in the quadriceps of AR113Q mice (Supplementary Fig. 7a, b). In soleus muscle, the transcript levels of *Gapdh*, and not the other glycolytic genes, were decreased by 40 % at 180 days of age (Supplementary Fig. 6b). Our microarray analysis also revealed that the transcript levels of *SLC2A3*, which encodes the glucose transporter 3 (GLUT3), were decreased by 60 %, suggesting altered glucose uptake, whereas those of *SLC2A5*, which encodes the solute carrier family 2 (facilitated glucose/fructose transporter), member 5 (GLUT5), was upregulated by 4.7-fold in the muscle of AR113Q mice, suggesting compensatory mechanisms for carbohydrate uptake (Supplementary Table 2). 

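Slc2a3 (NM_011401) was read by a probe on chromosome 6 from 122678075 to 122678134. Its log2 signal was −0.68 ± 0.27 (SD, n = 5) in AR113Q-NCD and 0.68 ± 0.35 (SD, n = 5) in CTR-NCD quadriceps. The log2 fold change was −1.37 (standard error 0.31, adjusted p = 0.00492 from limma), a fold change of 0.388, and the arrays of both groups did not overlap. Slc2a5 (NM_019741) was read by a probe on chromosome 4 from 149517775 to 149517834 whose signal was the lower one, though signals of different probes do not rank the transcripts. It was well above background on 5 of 5 AR113Q-NCD and on 2 of 5 CTR-NCD arrays, so that the CTR-NCD signal lies near the background. Its log2 signal was −3.26 ± 1.00 (SD, n = 5) in AR113Q-NCD and −6.16 ± 1.34 (SD, n = 5) in CTR-NCD arrays, a fold change of 7.48 (log2 fold change 2.90, standard error 0.56, adjusted p = 0.00165 from limma). The fold change was 4.72 with the authors' values and 0.997 with normexp background correction. When spots under their background were left out of that correction, Slc2a5 kept its direction and its call. From these transcripts, the paper proposes that glucose uptake is altered in AR113Q muscle and that other routes of carbohydrate uptake compensate.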

Fasting serum glucose and insulin levels were similar in AR113Q and control mice (Supplementary Fig. 8a), and intraperitoneal glucose and insulin tolerance tests showed normal glucose clearance and insulin sensitivity in AR113Q mice (Supplementary Fig. 8b, c). Moreover, no overt alterations in glycogen storage were detected in the quadriceps of 180-day-old AR113Q mice and SBMA patients (Supplementary Fig. 9). Taken together, these results indicate that glycolytic muscles in SBMA knock-in mice show enhanced lipid metabolism and gene expression programs, as well as impaired glycolysis.

**Fig. 2:**
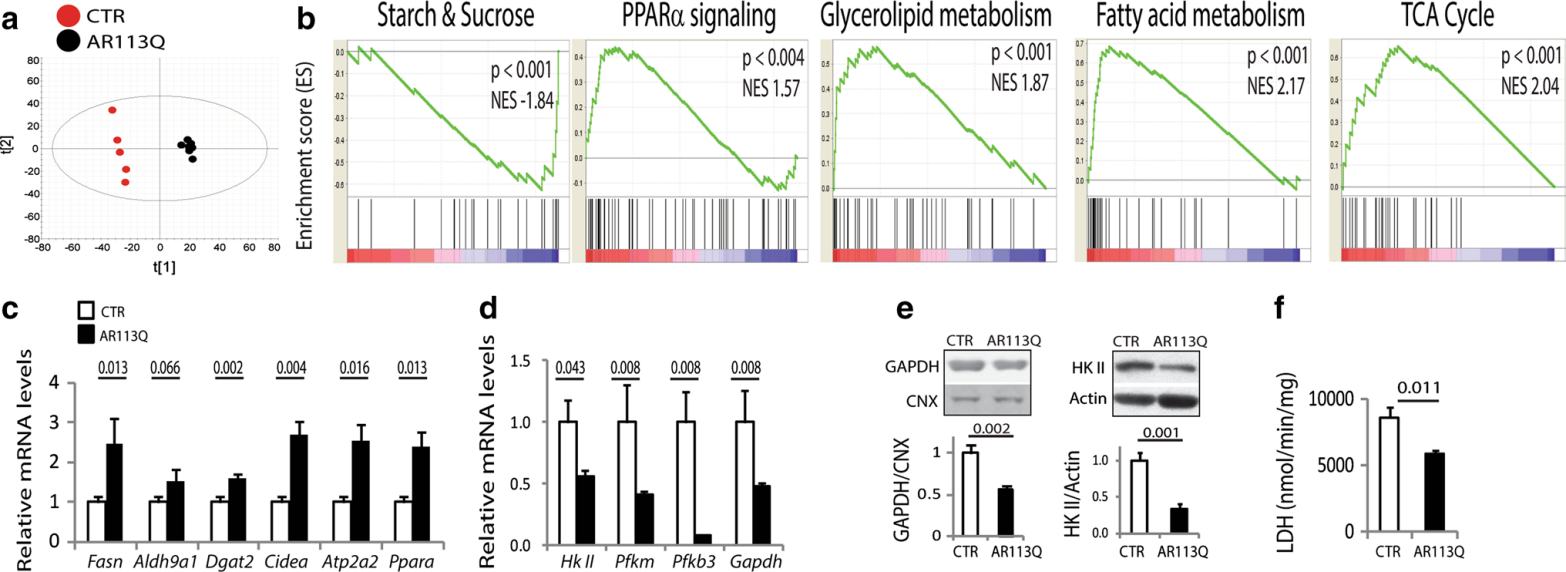
Lipid metabolism is enhanced and glycolysis is impaired in the glycolytic muscles of SBMA knock-in mice. **a** Score plot from principal component analysis of high-resolution LC–MS/MS shotgun lipidomic analysis in the quadriceps muscle of 180-day-old AR113Q and CTR (wild type) mice (*n* = 6–7 mice). **b** GSEA analysis of pathways enriched in genes differentially expressed in AR113Q mice compared to age-matched CTR (wild type) mice. *NES* normalized enrichment score. **c**, **d** Real-time PCR analysis of the transcript levels of lipid and glycolytic genes normalized to beta-glucuronidase in the quadriceps muscle of 180-day-old AR113Q and CTR (wild type) mice. Graph shows mean ± sem, *n* = 5 mice. **e** Western blotting analysis of glycolytic protein expression levels in the muscle of 180-day-old AR113Q and CTR (wild type) mice. Graphs show mean ± sem, *n* = 5 mice. Calnexin (CNX) and actin were used as loading control. **f** Enzymatic activity of lactate dehydrogenase (LDH) in the quadriceps of 180-day-old AR113Q and CTR (wild type) mice. Graph shows mean ± sem, *n* = 3–5 mice

### Unbalanced protein synthesis and degradation in glycolytic SBMA muscles

Muscle homeostasis is maintained by a fine balance between protein synthesis and degradation, two processes that simultaneously occur in muscle [100]. We hypothesized that the metabolic changes detected in SBMA muscle alter protein turnover. To assess the rate of new protein synthesis, we used in vivo surface sensing of translation (SUnSET) [92]. We intraperitoneally injected AR113Q and control mice with the antibiotic puromycin, and we analyzed the rate of new protein synthesis by Western blotting using an anti-puromycin antibody. The rate of new protein synthesis was increased by 35 and 73 % in the quadriceps muscle of 90- and 270-day-old AR113Q mice compared to age-matched control mice (Fig. 3a; Supplementary Fig. 10a); this increase was overt even upon 4 h of fasting (Supplementary Fig. 10b). We assessed protein degradation by analyzing ubiquitination of total protein lysates from quadriceps muscle of AR113Q and control mice. The amount of ubiquitinated proteins was increased by 1.33- and 1.84-fold in the quadriceps of 90- and 270-day-old AR113Q mice compared to control mice, respectively (Fig. 3b; Supplementary Fig. 10c). We observed increases in the expression of the E3 ubiquitin ligases, specific of muscle atrophy and regulated by transcription (*Smart*) and muscle ubiquitin ligase of the SCF complex in atrophy-1 (*Musa1*) (Fig. 3c) [56, 88], as well as increased proteasome activity starting at 90 days of age in the quadriceps muscle of AR113Q mice, further indicating enhanced protein degradation in the muscle of SBMA mice (Fig. 3d; Supplementary Fig. 10d). Notably, the net amount of protein content in the quadriceps and gastrocnemius muscles of AR113Q mice was reduced at 90 and 270 days of age (Fig. 3e; Supplementary Fig. 10e). These alterations were not detected in soleus (Supplementary Fig. 11a, b). These results show that protein turnover (protein synthesis and breakdown) is increased in SBMA glycolytic, but not oxidative muscles, and that the increased rate of protein degradation is not compensated by the increased rate of protein synthesis.

**Fig. 3:**
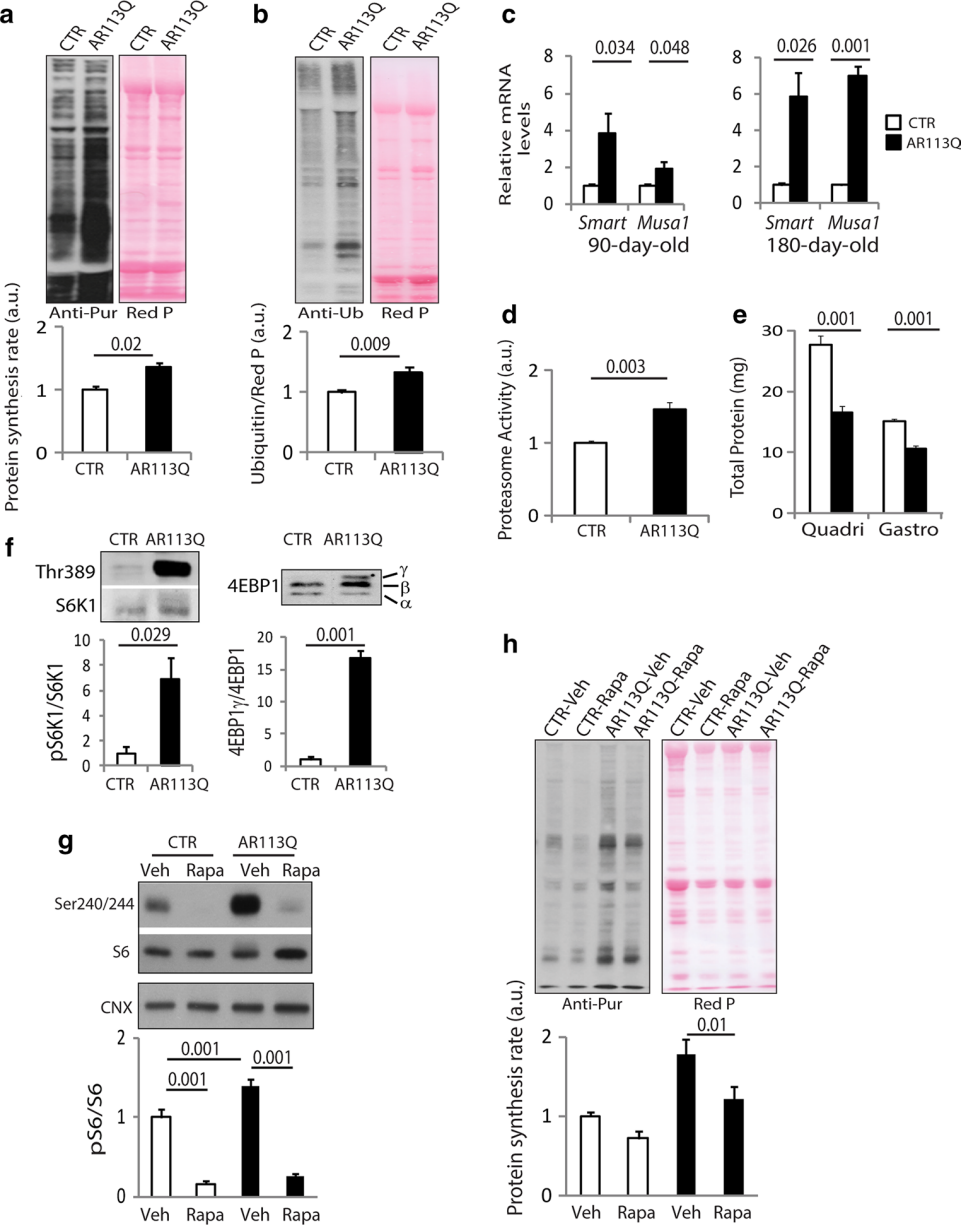
Protein turnover and mTOR signaling are enhanced in SBMA glycolytic muscles. **a** Western blotting analysis of the rate of new protein synthesis in the quadriceps of 90-day-old AR113Q and CTR (wild type) mice intraperitoneally injected with the aminoacyl-tRNA analog puromycin. Puromycin incorporation was detected with anti-puromycin (anti-pur) antibody, and Red Ponceau (*Red* *P*) was used as loading control. Graph shows mean ± sem, *n* = 3–5 mice. **b** Western blotting analysis of protein ubiquitination in the quadriceps of 90-day-old AR113Q and CTR (wild type) mice. Ubiquitinated proteins were detected with anti-ubiquitin (anti-Ub) antibody. Graph shows mean ± sem, *n* = 4–6 mice. **c** Real-time PCR analysis of the indicated E3 ubiquitin ligase transcript levels normalized to actin in the quadriceps of AR113Q and CTR (wild type) mice. Graphs show mean ± sem, *n* = 4–6 mice. **d** Proteasome activity measured in the quadriceps of 90-day-old AR113Q and CTR (wild type) mice. Graph shows mean ± sem, *n* = 4 mice. **e** Total protein content in quadriceps (quadri) and gastrocnemius (gastro) muscles of 90-day-old AR113Q and CTR (wild type) mice. Graph shows mean ± sem, *n* = 4 mice. **f** Western blotting analysis of S6K1 and 4EBP1 phosphorylation and expression levels in the quadriceps of 90-day-old AR113Q and CTR (AR21Q) male mice. Graphs show mean ± sem, *n* = 3 mice. **g** Western blotting analysis of phosphorylated and total S6 levels in the quadriceps of AR113Q and CTR (wild type) mice treated with vehicle (Veh) or rapamycin (Rapa). Graph shows mean ± sem, *n* = 6–8 mice. Calnexin (CNX) was used as loading control. **h** Western blotting analysis of the rate of new protein synthesis in the quadriceps of AR113Q and CTR (wild type) mice treated as in **g**. Graph shows mean ± sem, *n* = 6–7 mice

### Enhanced mTOR signaling is responsible for the increased rate of protein synthesis in SBMA glycolytic muscles

A key regulator of protein turnover in muscle is mTOR, a sensor of cellular metabolism and a regulator of glycolysis and lipid biosynthesis [30]. mTOR stimulates protein synthesis through phosphorylation of the eukaryotic translation initiation factor 4E binding protein 1 (4EBP1) and S6 kinase 1 (S6K1), which in turn phosphorylates the ribosomal protein S6. mTOR signaling was increased in the quadriceps, but not spinal cord, of 90- and 270-day-old AR113Q male, and not female, mice (Fig. 3f; Supplementary Fig. 12a). S6K1 phosphorylation was increased also in gastrocnemius and TA, which show atrophy, but not soleus, which is spared in this mouse model of SBMA (Supplementary Fig. 12b); the increase in mTOR signaling preceded atrophy, as it was detected as early as 40 days of age (Supplementary Fig. 12c). Enhanced mTOR signaling was not associated with increased expression of AR in male AR113Q mice compared to control mice (Supplementary Fig. 12a). Importantly, we did not detect alterations in the phosphorylation levels of Akt and its downstream effectors glycogen synthase kinase 3β (GSK3β) and forkhead box O transcription factors (FOXOs), suggesting that mTOR activation is independent of Akt. To assess whether enhanced mTOR signaling is responsible for the increased rate of new protein synthesis in SBMA muscle, we administered rapamycin (4 mg/kg/day) to AR113Q and control mice via intraperitoneal injections every day for 20 days. Rapamycin treatment reduced S6 phosphorylation (Fig. 3g) and decreased the rate of new protein synthesis by 28 and 32 % in control and AR113Q mice, respectively (Fig. 3h). Importantly, rapamycin decreased Akt phosphorylation in muscle, the body weight of AR113Q mice starting from 16 days of treatment, without altering food intake, and testis size in both AR113Q and control mice (Supplementary Fig. 13a–d). Rapamycin did not modify skeletal muscle mass (Supplementary Fig. 13e). Taken together, these results indicate that mTOR signaling is enhanced prior to atrophy, and it increases the rate of new protein synthesis in SBMA glycolytic muscles.

### Metabolic alterations in muscle precede denervation, mitochondrial depolarization and autophagy induction, and correlate with PGC1α expression

Denervation may cause metabolic alterations in muscle associated with atrophy and loss of fast-glycolytic fibers [64]. Therefore, we investigated whether the metabolic changes detected in quadriceps result from denervation in SBMA knock-in mice (Fig. 4a). The transcript levels of two denervation markers, acetylcholine receptor subunit gamma (*Chrng*) and muscle-specific kinase (*Musk*), were upregulated by 90 days of age, but not at 40 days of age, when the metabolic changes were started to be detected. Moreover, these denervation markers were not upregulated in the soleus of 180-day-old AR113Q mice (Supplementary Fig. 14a). These results indicate that the metabolic alterations that occur in SBMA glycolytic muscles precede denervation and are not initiated, rather maybe contributed at later stages of disease, by pathogenic processes occurring in motor neurons.

**Fig. 4:**
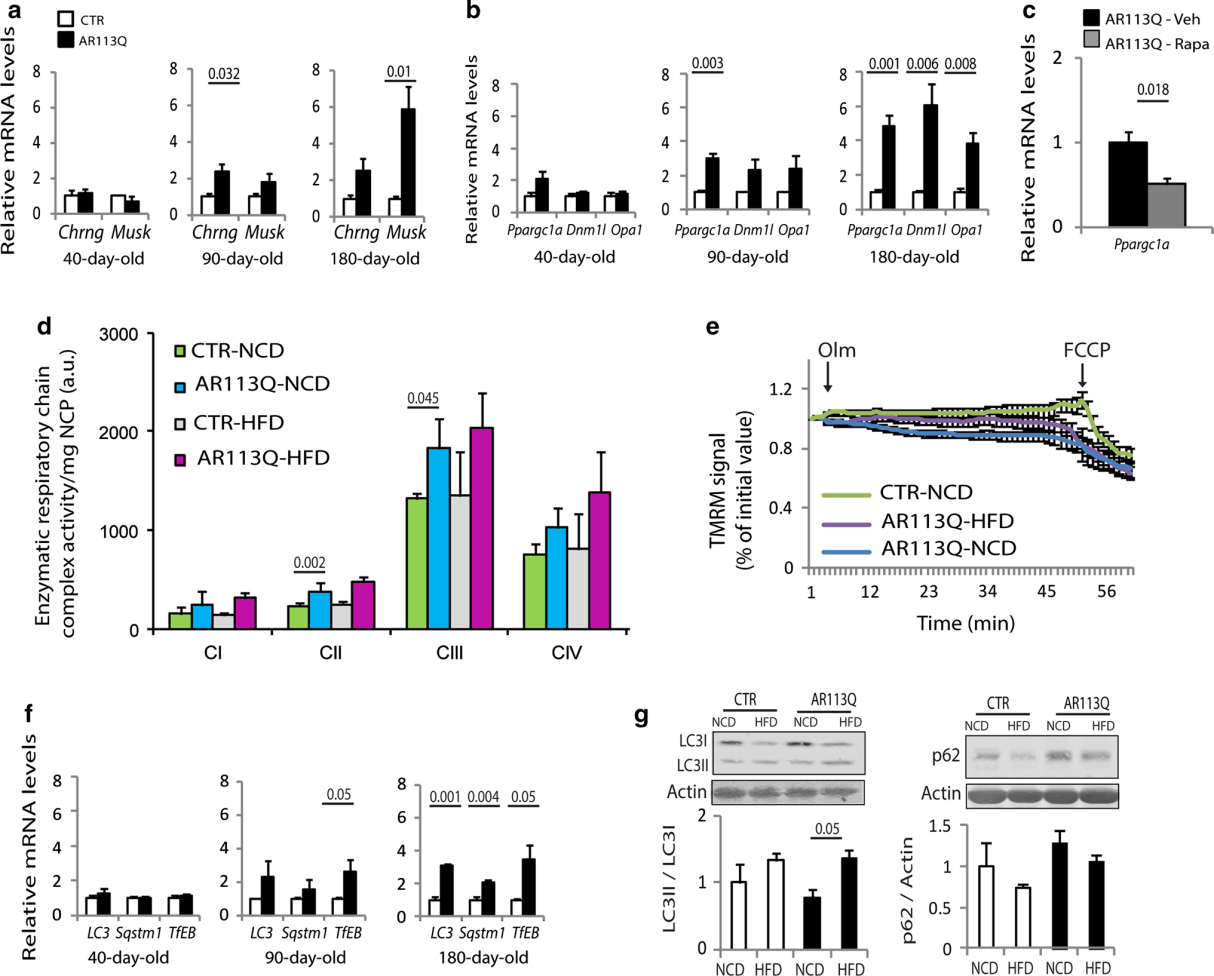
PGC1α expression is induced by mTOR and precedes denervation and autophagy activation in SBMA muscle. **a**–**c** Real-time PCR analysis of the indicated gene transcript levels normalized to actin in the muscle of AR113Q and CTR (wild type) mice. Graphs show mean ± sem, *n* = 4–6 mice. *Veh* vehicle, *Rapa* rapamycin. **d** Mitochondrial complex (C) I, II, III, and IV activity measured in the quadriceps of 180-day-old AR113Q and CTR (wild type) mice fed a normal chow diet (NCD) and a high-fat diet (HFD) and normalized to mitochondrial protein content. Graph shows mean ± sem, *n* = 4 mice. *NCP* non-collagen proteins. **e** Mitochondrial membrane depolarization measured in fibers isolated from flexor digitorum brevis of 180-day-old mice fed either an NCD or an HFD. Graph shows mean ± sem, *n* = 3–4 mice, 10 fibers. *Olm* oligomycin, *FCCP* protonophore carbonyl cyanide *p*-trifluoromethoxyphenylhydrazone TMRM, tetramethyl rhodamine methyl ester. **f** Real-time PCR analysis of the indicated gene transcript levels normalized to actin in the muscle of 180-day-old AR113Q and CTR (wild type) mice. Graphs show mean ± sem, *n* = 4–6 mice. **g** Western blotting analysis of LC3I and II and p62 in the quadriceps muscle of 180-day-old AR113Q and CTR (wild type) mice fed an NCD and an HFD. Graphs show mean ± sem, *n* = 4–6 mice

mTOR controls mitochondrial gene expression through modulation of PGC1α (*Ppargc1a*) function [20]. PGC1α is a master regulator of muscle metabolism, and when overexpressed it shifts muscle metabolism towards oxidative phosphorylation [47]. PGC1α expression correlated with disease progression in the quadriceps, but not soleus of AR113Q mice (Fig. 4b; Supplementary Fig. 14b). In quadriceps, PGC1α induction showed a trend for significance (*P* = 0.08) at 40 days of age, suggesting that its dysregulation occurs very early in disease pathogenesis, with dysregulation increasing with disease progression. Importantly, rapamycin treatment decreased PGC1α transcript levels, indicating that in SBMA muscle PGC1α expression is regulated by mTOR (Fig. 4c). PGC1α promotes mitochondrial biogenesis [104]. Markers of mitochondria fission and fusion, such as dynamin-related protein 1 (*Dnm1* *l*, Drp1) and opticatrophy gene 1 (*Opa1*), were upregulated in the quadriceps, but not soleus of AR113Q mice (Fig. 4b; Supplementary Fig. 14b). Moreover, the activity of mitochondrial complexes was increased in the quadriceps of AR113Q mice (Fig. 4d; Supplementary Fig. 15a). Mitochondrial abnormalities have been reported in SBMA [79]. We measured mitochondrial membrane potential in myofibers isolated from the fast-glycolytic flexor digitorum brevis muscle upon treatment with the F_1_F_0_-ATPase blocker, oligomycin (Fig. 4e; Supplementary Fig. 15b). We found that the number of fibers with mitochondria depolarized by oligomycin was significantly (*P* < 0.05) increased by 40 % in 90- and 180-day-old AR113Q mice. These data indicate that despite the increased beta oxidative metabolism, mitochondria are dysfunctional in SBMA muscle and are a potential source of oxidative stress.

Mitochondrial depolarization and accumulation of reactive oxygen species represent a signal for autophagy activation [90]. The autophagy markers microtubule-associated protein 1A/1B-light chain 3 (LC3) and sequestosome 1 (*Sqstm1*, p62) are upregulated in the muscle of AR113Q mice, indicating enhanced autophagy [16, 83]. The transcript levels of these autophagy markers were increased in the quadriceps, but not soleus, of 180-day-old AR113Q mice (Fig. 4f; Supplementary Fig. 14c). Upregulation of these autophagy markers in quadriceps was preceded by transcriptional induction of *TfEB*, the master regulator of autophagy gene expression [87]. To monitor autophagy flux, we measured the soluble mature form of LC3, namely LC3I, the membrane-bound form, LC3II, which accumulates upon autophagosome formation, and p62, which accumulates upon inhibition of autophagy flux (Fig. 4g; Supplementary Fig. 16a–c). Both LC3I and II increased at late stages of disease (180 and 270 days of age), and the ratio LC3II/LC3I did not change over the progression of disease, whereas p62 significantly accumulated in 270-day-old mice, suggesting defects in autophagy flux at very late stages of disease. These data indicate that metabolic changes in SBMA muscle precede TFEB upregulation and autophagy induction.

### An HFD ameliorates the phenotype of knock-in SBMA mice

mTOR and PGC1α can be inhibited by feeding mice an HFD [6, 97]. Therefore, we administered AR113Q and control mice either an HFD or the NCD (Supplementary Fig. 17). Treatment was started at 40 days of age. 

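The effect of the HFD on AR113Q quadriceps was read on the arrays by comparing AR113Q-HFD with AR113Q-NCD. By limma, 1 gene was higher and 6 genes were lower on the HFD with the fold thresholds, and 188 were higher and 116 lower at an unadjusted p under 0.05. The lower genes were Fasn, Elovl6, Acaca, Acly, Scd3 and a transcript annotated only as NAP092820-001, whose call was lost under 25 of 32 alternatives, and the higher gene was Fam171b (Scd3 and Fam171b are named after their values were seen). Of 33 alternatives, the call was lost under 13 for Acly, 11 for Acaca, 5 for Elovl6 and 3 for Fasn. Other Acaca probes had log2 fold changes of −1.42, −1.54 and −1.17 (adjusted p of 0.0276, 0.0664 and 0.33). Another Acly probe had −0.89 (adjusted p = 0.462). With the slide as a block, 0 genes were higher and 2 were lower, and with an array left out there were 0 to 6 higher and 0 to 7 lower genes. In control mice, 0 genes differed between CTR-HFD and CTR-NCD in limma, with 190 higher and 97 lower genes at an unadjusted p under 0.05, and the smallest adjusted p was 0.292. Fasn (NM_007988; chromosome 11, 120667666 to 120667725) had a log2 signal of −2.98 ± 0.49 (SD, n = 5) in AR113Q-HFD and 0.03 ± 0.70 (SD, n = 5) in AR113Q-NCD arrays, a log2 fold change of −3.01 (standard error 0.38, adjusted p = 0.00978 from limma). In control mice it fell by 1.50 on the log2 scale on the HFD (adjusted p = 0.354), and the difference between the genotypes in the effect of the diet was −1.51 (adjusted p = 0.984). Ppargc1a (NM_008904; chromosome 5, 51848928 to 51848987) had a log2 signal of 2.72 ± 0.37 (SD, n = 5) in AR113Q-HFD, 3.00 ± 0.36 (SD, n = 5) in AR113Q-NCD and 2.79 ± 0.52 (SD, n = 5) in CTR-NCD arrays. Its log2 fold change on the HFD was −0.28 (standard error 0.25, adjusted p = 0.962 from limma). Tfeb (NM_001161722; chromosome 17, 47929089 to 47929148) had a log2 fold change of 0.05 on the HFD (standard error 0.11, adjusted p = 0.994) and of −0.19 between AR113Q-NCD and CTR-NCD (adjusted p = 0.29). Of the lipid genes Aldh9a1, Dgat2, Cidea and Ppara, each was lower on the HFD, with log2 fold changes of −0.58, −0.69, −0.94 and −0.65 and adjusted p between 0.573 and 0.922. With 1 array left out at a time, Cidea ranged from −1.265 to −0.305, and all of these genes kept their direction. Between AR113Q-HFD and CTR-HFD quadriceps, which shared no array with the comparison on the NCD, 427 of the 623 genes higher in AR113Q on the NCD were also higher, and 361 of the 568 lower genes were also lower. Both comparisons shared slides and, through the joint fit, the estimate of the variance, so they are not independent experiments. Across the 1382 probes counted on the NCD, the log2 fold changes of both comparisons had r = 0.947 and rho = 0.911, and r = 0.692 across all probes tested, though probes are not independent replicates and were chosen for their change on the NCD. To measure the size of the changes on arrays not used to choose the genes, genes were chosen on 3 AR113Q-NCD and 3 CTR-NCD arrays, and their mean change against the CTR-NCD arrays left out was read in the AR113Q-NCD arrays left out and in the AR113Q-HFD arrays. The ratio of the change on the HFD to that on the NCD was 1.09 (SD 0.177 over the 100 choices of arrays, 14 of them under 1), where 1 stands for no reduction. Normexp background correction moved this ratio most, to 0.847 (SD 2.69, with single choices from −25.43 to 2.89), while the mean log2 changes over its choices were 1.15 on the HFD and 1.06 on the NCD. Without spots under their background, that correction gave a ratio of 1.02 (SD 0.0743). Of the genes tested for a genotype by diet interaction, 0 had an adjusted p under 0.05 in limma. At an unadjusted p under 0.05 there were 1398 genes, through 4.67% of the probes tested, and the smallest adjusted p was 0.82.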

The HFD reduced the changes in gene expression detected in SBMA muscle (Supplementary Fig. 18a, Tables 3–5), including *Ppargc1a* (PGC1α), genes involved in lipid metabolism, and *TfEB* (Fig. 5a), it reduced mitochondrial membrane depolarization by 50 % without altering the activity of mitochondrial complexes (Fig. 4d, e), it increased LC3 lipidation (Fig. 4g), and it restored the activation of mTOR signaling to normal levels (Fig. 5b). The HFD did not affect the levels of expression of polyglutamine-expanded AR (Supplementary Fig. 18b). The HFD increased the wet weight of quadriceps (Fig. 5c) but not gastrocnemius (Supplementary Fig. 19a), and reduced the number of slow-oxidative fibers by 20 % in both quadriceps and gastrocnemius muscles of SBMA mice (Fig. 5d; Supplementary Fig. 19b, c), it increased the mean CSA of oxidative fibers in the quadriceps and gastrocnemius by 11 and 7 %, respectively, whereas it did not affect the CSA of glycolytic fibers (Supplementary Fig. 20a, b). In CTR mice, the HFD caused glucose intolerance and insulin resistance (Supplementary Fig. 8b, c), signs of metabolic syndrome that normal mice develop upon exposure to HFD [35]. However, the HFD did not elicit signs of metabolic syndrome in AR113Q mice. The HFD increased fat deposition by 2.9- and 3.9-fold in AR113Q and CTR mice, respectively (Fig. 5e). Control mice fed the HFD exhibited a progressive increase in body weight (*P* = 0.00001) from 70 days of age compared to control mice fed the NCD (Fig. 5f; Supplementary Fig. 21a, b). AR113Q mice also showed a significant (*P* = 0.00001) increase in body weight starting from 84 days of age and were indistinguishable from control mice fed the NCD. The body weight of control and AR113Q mice fed the HFD versus NCD was increased by 1.84- and 1.49-fold, respectively, indicating that AR113Q are partially resistant to diet-induced obesity, despite similar food intake and locomotor activity (Supplementary Fig. 21c, d). AR113Q mice showed reduced performance on an accelerating rotarod (Supplementary Fig. 21e). The performance of control mice fed the HFD was significantly decreased, as expected, whereas that of AR113Q mice was restored to normal. The HFD also increased the force of gastrocnemius (Supplementary Fig. 21f). Importantly, the HFD extended the median life span of AR113Q mice from 161 days to 322 days (χ2LR = 3.955, *P* = 0.047; Gehan–Breslow: *P* = 0.046) (Fig. 5g). These results show that the HFD attenuates disease manifestations in knock-in SBMA mice.

**Fig. 5:**
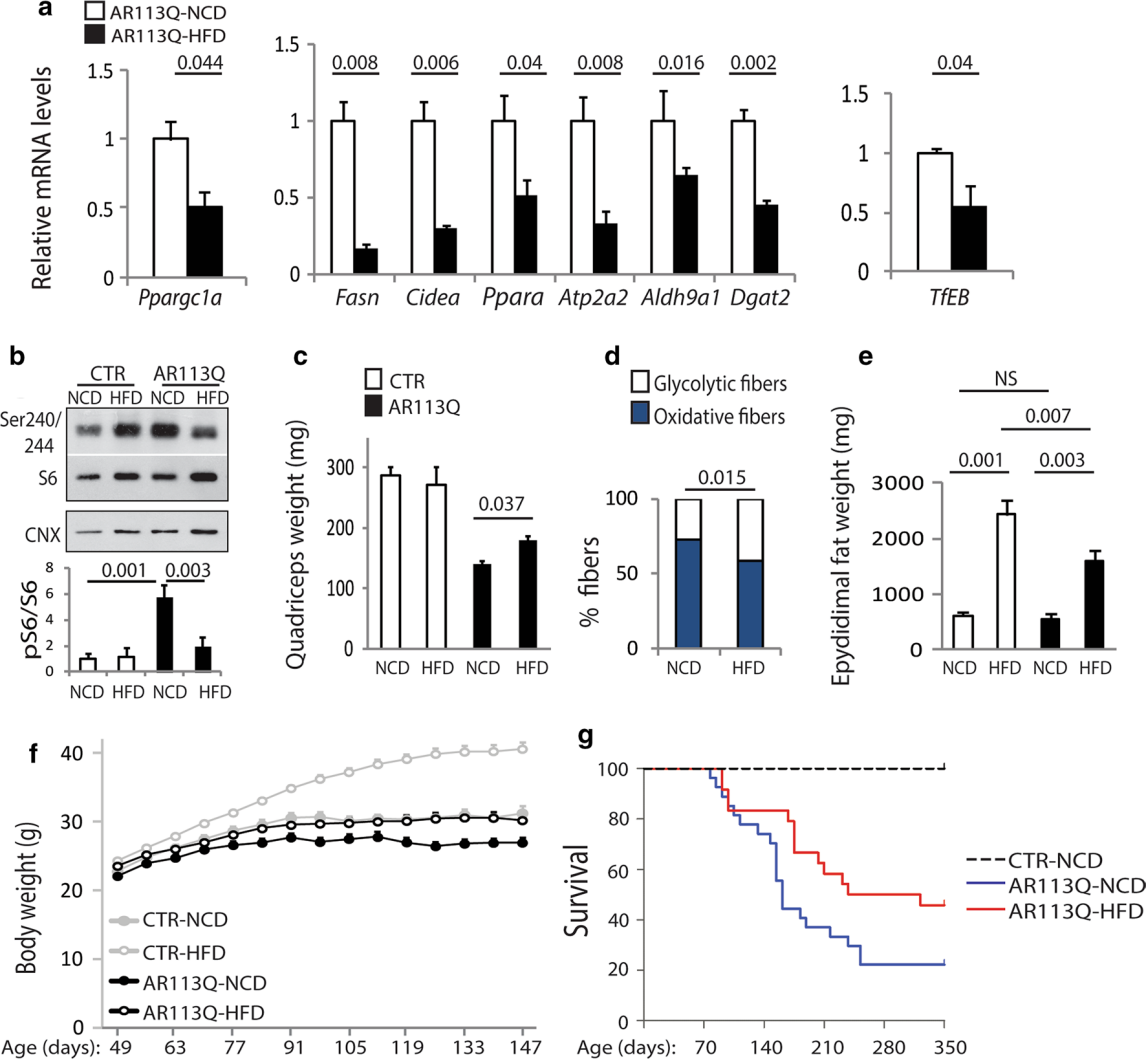
An HFD ameliorates the phenotype of SBMA knock-in mice. **a** Real-time PCR analysis of the transcript levels of selected genes in the muscle of 180-day-old AR113Q mice fed as indicated and normalized to beta-glucuronidase and actin. Graphs show mean ± sem, *n* = 5 mice. **b** Western blotting analysis of phosphorylated and total S6 in the quadriceps of 180-day-old AR113Q and CTR (wild type) mice fed either NCD or HFD. Calnexin (CNX) was used as loading control. Graph shows mean ± sem, *n* = 4–8 mice. **c** Analysis of quadriceps wet weight in AR113Q and CTR (wild type) mice fed as indicated. Graph shows mean ± sem, *n* = 4–8 mice. **d** NADH staining analysis in the quadriceps of 180-day-old AR113Q mice fed either NCD or HFD. Graph shows mean ± sem, *n* = 3–4 mice. **e** Analysis of epididymal fat weight in 180-day-old AR113Q and CTR (wild type) mice fed as indicated. Graph shows mean ± sem, *n* = 3–9 mice. **f** Body weight analysis of AR113Q and CTR (wild type) fed either NCD or HFD. Graph shows mean ± sem, *n* = 18–21 mice. **g** Kaplan–Meier analysis of survival (*n* = 32 CTR-NCD, 29 CTR-HFD, 27 AR113Q-NCD, and 24 AR113Q-HFD)

### Metabolic alterations in glycolytic muscles of SBMA patients

We next assessed whether metabolic alterations also occur in the muscle of SBMA patients. The number of NADH-positive fibers was increased by 1.7-fold in the muscle of SBMA patients compared to normal subjects (Fig. 6a). The expression of the key glycolytic genes, *HkII*, *Pfkfb3*, and *Gapdh*, was significantly decreased in the glycolytic muscles of SBMA patients, suggesting that glycolysis is impaired in the muscle of SBMA patients (Fig. 6b). Finally, the phosphorylation of the mTOR downstream target S6K1 was augmented in the muscle of SBMA patients compared to control subjects, indicating that mTOR signaling is enhanced in SBMA patients (Fig. 6c). These results show metabolic alterations in the muscle of SBMA patients, thereby supporting the biological relevance of our findings in pathogenesis.

**Fig. 6:**
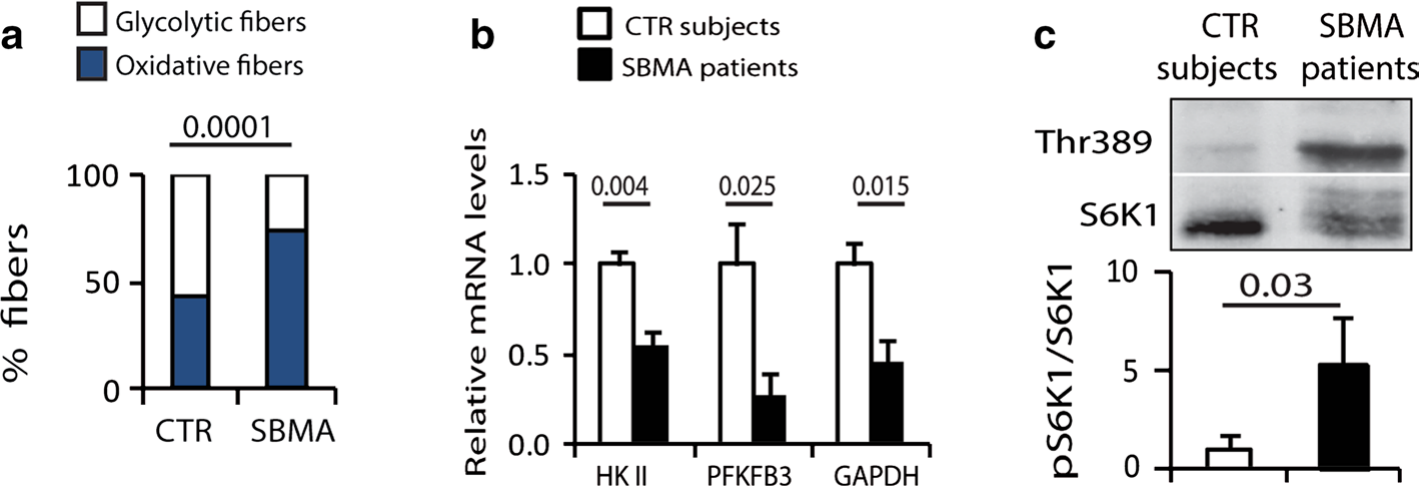
Impaired glycolysis, fiber-type switch, and enhanced mTOR signaling in the muscle of SBMA patients. **a** NADH staining of muscle biopsy specimens from SBMA patients and CTR subjects. Graph shows mean ± sem, *n* subjects = 4 SBMA and 6 CTR, *n* fibers = 1964 SBMA and 1924 CTR. **b** Real-time PCR analysis of glycolytic gene transcript levels normalized to beta-glucuronidase in the muscle of SBMA patients and CTR subjects. Graph shows mean ± sem, *n* = 5 SBMA and 5 CTR subjects. **c** Western blotting analysis of phosphorylated and total S6K1 in the muscle of SBMA patients and CTR subjects. Graph shows mean ± sem, *n* = 7 CTR and 14 SBMA subjects

## Discussion

That primary cell-autonomous degenerative processes occur in SBMA muscle is supported by multiple lines of evidence [84], including the observations that abnormalities were detected in cultured myotubes isolated from the quadriceps of SBMA patients [52], modulation of expression of non-expanded as well as polyglutamine-expanded AR in muscle modifies disease [17, 59, 77], and intervention to reduce the accumulation of polyglutamine-expanded AR selectively in muscle is beneficial in SBMA mice [70]. What is less obvious is how expression of polyglutamine-expanded AR causes damage to muscle, and how this in turn contributes to the metabolic alterations found in SBMA patients [75]. Skeletal muscle plays a central role in the regulation of glucose and fatty acid metabolism [25]. Skeletal muscle metabolism is dependent on fiber-type composition, with slow-twitch oxidative fibers using lipids as their main source of energy, and fast-twitch glycolytic fibers using glucose. We observed metabolic changes characterized by a glycolytic-to-oxidative switch in muscle in both knock-in mice and SBMA patients. In SBMA knock-in mice, this fiber-type switch preceded atrophy. A similar glycolytic-to-oxidative shift in fiber-type composition was overt in the quadriceps muscle of transgenic mice ubiquitously expressing polyglutamine-expanded AR, and it was attenuated by knockdown of mutant AR solely in muscle [45]. A glycolytic-to-oxidative fiber-type switch has also been observed in AR knock-out mice, suggesting that polyglutamine expansion causes this phenomenon in muscle mainly through a loss of function mechanism [50]. Notably, in the knock-in SBMA mice the degree of atrophy of glycolytic fibers was higher than that of oxidative fibers. Because similar changes in muscle homeostasis occur during aging [39], these observations suggest that SBMA muscle may undergo premature aging, and that a genetic interaction between aging and expression of polyglutamine-expanded AR may contribute to SBMA pathogenesis. In addition to the loss of function, there is evidence that also gain of native AR function contributes to SBMA pathogenesis [63, 89]. Indeed, overexpression of non-expanded AR solely in muscle caused severe muscle atrophy and premature death [59], and overexpression of polyglutamine-expanded AR in either skeletal muscle or neurons reduced the size of fast-glycolytic fibers and induced an oxidative-to-glycolytic fiber-type shift in extensor digitorum longus [77]. Interestingly, the levels of expression of polyglutamine-expanded AR correlated with the degree of atrophy, supporting the idea that expression of polyglutamine-expanded AR in muscle exerts cell-autonomous, dose-dependent toxic effects in muscle. Moreover, our findings suggest that dysregulation of androgen signaling in muscle alters muscle and body metabolism, thereby contributing to SBMA pathogenesis.

Our lipidomic analysis revealed increased levels of lysophosphatidylcholines, lysophosphatidylethanolamines, ceramides, diglycerides, and polyunsaturated fatty acids, and decreased levels of species enriched in polyunsaturated lipids and phosphatidylglycerol. 

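Genes of fatty acid synthesis and of lipolysis were compared between AR113Q-NCD and CTR-NCD quadriceps. Of the 13 genes of the fatty acid synthesis set, 8 were higher in AR113Q mice and 5 were lower, and past an adjusted p of 0.05 there were 6 higher and 3 lower genes. Fasn had a log2 fold change of 1.48 (standard error 0.38, adjusted p = 0.0127 from limma). Elovl6 had a log2 signal of −0.19 ± 0.96 (SD, n = 5) in AR113Q-NCD and −2.18 ± 0.65 (SD, n = 5) in CTR-NCD arrays, a log2 fold change of 1.99 (adjusted p = 0.00119 from limma). The other higher genes were Acaca with a log2 fold change of 0.82, Acly with 1.01, Acacb with 0.28 and Thrsp with 0.95, with adjusted p of at most 0.0157. Other probes of 2 of these genes were higher too, but not all past 0.05, with 0.82, 0.55 and 0.52 for Acaca (adjusted p of 0.0114, 0.187 and 0.255) and 0.62 for Acly (adjusted p = 0.11). The lower genes were Srebf1 with a log2 fold change of −1.38, Me1 with −0.61 and Scd2 with −1.04, with adjusted p of at most 0.00628. The lipases Lipe, Pnpla2, Lpl and Mgll had log2 fold changes of 0.33, 0.27, 0.54 and 0.18, with adjusted p of 0.3, 0.241, 0.19 and 0.391. They come from the glycerolipid and white adipocyte lists, since no list of lipolysis genes was written.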

By microarray analysis, we observed augmented expression of genes involved in lipid biosynthesis and lipolysis. Consistent with the observation that glycolytic muscles undergo a shift towards oxidative metabolism, these findings suggest that lipid synthesis and turnover are enhanced in SBMA glycolytic, but not oxidative muscles. Another interesting feature that characterizes SBMA muscle is the reduction of expression and activity of glycolytic enzymes, which also occurs during aging [4]. Notably, changes in expression of glycolytic genes preceded those in lipid genes, suggesting that altered glycolysis contributes to the shift towards oxidative phosphorylation. This finding raises the question of whether polyglutamine expansion in AR directly hampers the expression of key glycolytic genes, such as *HkII* and *Pfkfb*, which are direct target of AR [60]. Moreover, the expression of the glucose transporter GLUT3 was decreased in the muscle of AR113Q mice. GLUT3 has a higher affinity for glucose and at least a fivefold greater transport capacity than other glucose transporter family members, such as GLUT1, GLUT2 and GLUT4. The decrease in GLUT3 expression is consistent with the glycolytic-to-oxidative fiber-type switch detected in SBMA muscle and suggests that glucose uptake is defective in SBMA glycolytic muscles. Interestingly, the expression of GAPDH was decreased at late stages of disease also in soleus, which does not develop atrophy and does not show signs of denervation. It is possible that polyglutamine expansion in the AR directly alters the expression of glycolytic genes, which is detrimental in muscles that are mostly composed of glycolytic fibers, such as quadriceps and gastrocnemius. This effect also occurs to a lower extent in muscles that are mostly composed of oxidative fibers, but in this case with limited consequences on muscle metabolism. Further investigation is required to address whether altered glycolysis underlies or contributes to the metabolic shift in glycolytic muscles toward oxidative phosphorylation.

Glycolytic-to-oxidative fiber-type switch has also been reported in amyotrophic lateral sclerosis (ALS) [68]. Similar to SBMA, glycolytic muscles are more severely affected in transgenic mouse models of superoxide dismutase 1 (SOD1)-linked ALS [68, 74] and in ALS patients [26], and this is likely due to selective vulnerability of fast-fatiguable motor neurons [74]. Notably, the phenotype of mutant SOD1-expressing mice is different from that of SBMA mice. Indeed, while mutant SOD1-expressing mice develop paralysis of posterior limbs, SBMA mice do not develop paralysis even at late stages of disease, indicating that the degenerating motor neurons maintain their ability to control muscle contraction to some extent. In SBMA muscle, upregulation of denervation markers was detected after metabolic changes, indicating that, in contrast to ALS mice, in SBMA mice these alterations precede denervation. Importantly, the motor neuron number and morphology of neuromuscular junctions are preserved in knock-in SBMA mice [40], further supporting that the metabolic changes detected in SBMA glycolytic muscles are not induced by denervation at early stages of disease.

SBMA muscle was characterized by increased rates of protein synthesis and degradation in glycolytic muscles. Protein synthesis was induced by enhanced activation of mTOR signaling, which occurred selectively in atrophic muscles, was an early event, and was also observed in the muscle of SBMA patients. Dysregulation of mTOR signaling is emerging as a key component of neurodegenerative disease pathogenesis. mTOR signaling is upregulated in the muscle of an HD mouse model [95] and in the cortex of mice overexpressing TAR DNA-binding protein 43 (TDP43) [102]; in contrast, it is downregulated in the muscle of a mouse model of valosin-containing protein-associated inclusion body myopathy [14], in the striatum of HD patients and mice [44], and in the spinal cord of transgenic mice expressing mutant SOD1 [109]. mTOR activation can be elicited in response to denervation and excessive accumulation of amino acids released from increased protein breakdown. However, in SBMA muscle mTOR activation preceded denervation. It remains to be elucidated why mTOR is upregulated in SBMA muscle. We noticed that mTOR activation correlated with the physiological increase of serum testosterone levels that occurs at approximately 30 days of age in mice. This observation suggests that activation of AR is required for mTOR induction, and the crosstalk existing between androgen and mTOR signaling may lead to enhancement of mTOR function and muscle hypertrophy in physiological conditions [5]. In SBMA, polyglutamine expansion in the AR may result in aberrant and sustained activation of mTOR that in turn can contribute to muscle atrophy during disease progression. Prolonged activation of mTORC1 causes a late-onset myopathy characterized by altered autophagy [12]. As a matter of fact, autophagy was induced in SBMA muscle and altered at very late stages of disease. Although further experimental evidence is required to assess the role of mTOR in SBMA muscle, it is possible that enhancement of mTOR signaling at early stages of disease is compensatory to the increased need of protein synthesis and breakdown occurring in response to the glycolytic-to-oxidative metabolic switch in muscle, but prolonged activation of mTOR may turn to be detrimental at later stages of disease. mTOR forms two complexes, mTOR complex 1 (mTORC1), which regulates cell metabolism, protein synthesis and autophagy, and mTOR complex 2 (mTORC2), which mainly controls cell proliferation and survival. In SBMA muscle, mTORC1 is activated very early, before induction of denervation, and it increases the rate of new protein synthesis. mTORC1 is sensitive to rapamycin. Rapamycin exerts beneficial effects in several neurodegenerative diseases. In a pharmacological model of Parkinson’s disease (PD), rapamycin treatment decreased dopaminergic neuron loss by inhibiting the expression of mTORC1-induced pro-apoptotic genes [51], and by activating autophagy [22]. Induction of autophagy and clearance of aggregates underlie the beneficial effects of rapamycin in mouse models of Alzheimer’s disease (AD) [10, 98], HD [80], SCA3 [55], and PD [19], and in mice overexpressing TDP43 modeling frontotemporal dementia [102]. However, rapamycin worsened the phenotype of transgenic mice expressing either mutant SOD1 [109] or mutant valosin-containing protein (VCP) [14]. Rapamycin treatment resulted in exacerbation of body weight loss in SBMA knock-in mice, similar to what has been observed in other pathological conditions (reviewed by [53]). It is noteworthy that prolonged treatment with rapamycin inhibits mTORC2 and Akt in myoblast cells [86], and as shown here in SBMA muscle. Because Akt-mediated phosphorylation of polyglutamine-expanded AR promotes degradation and reduces toxicity, it is possible that rapamycin-induced deterioration of phenotype in SBMA mice results from Akt inactivation in muscle [69, 70, 89].

mTOR controls cell metabolism through regulation of PGC1α function [20]. PGC1α is upregulated selectively in SBMA glycolytic muscles. Different from SBMA, PGC1α is downregulated in the muscle of mutant SOD1-linked ALS mice [68], and its overexpression selectively in muscle attenuated motor dysfunction, even if it had no effect on survival [21]. While in ALS muscle the glycolytic-to-oxidative fiber-type switch is independent of PGC1α [68], our results show that in SBMA muscle PGC1α is progressively upregulated selectively in atrophic muscles following disease progression, thereby suggesting a role for this nuclear receptor co-regulator in SBMA pathogenesis. Several transcriptional co-regulators that interact with AR and other nuclear receptors play an important role in controlling muscle fiber-type composition. For instance, muscle-specific ablation of nuclear receptor co-activators, such as Sox6 and Mediator 1, or co-repressors, such as RIP140, lead to a glycolytic-to-oxidative fiber-type switch [13, 47, 76, 93]. The upregulation of PGC1α detected in SBMA muscle was decreased by treatment of the mice with rapamycin, indicating that PGC1α is induced by mTOR. Muscle-specific overexpression of PGC1α leads to a glycolytic-to-oxidative fiber-type switch [47], whereas loss of PGC1α function has the opposite effect [37]. Moreover, PGC1α controls the expression of genes involved in oxidative phosphorylation [61]. These observations suggest a model whereby polyglutamine-expanded AR leads to mTOR activation, which in turn leads to PGC1α induction and glycolytic-to-oxidative fiber-type switch. PGC1α levels and mTOR activation can be modulated by a diet enriched with lipids [6, 97]. 

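Between AR113Q-HFD and AR113Q-NCD quadriceps, 74 of 75 oxidative phosphorylation genes were lower on the HFD, with a median log2 fold change of −0.15 and none past an adjusted p of 0.05. The false discovery rate of the set was 1.4e-24 by camera, 0.079 by fry and 0.149 with the inter-gene correlation estimated from the arrays. The median of the genotype by diet interaction of these genes was −0.20 (false discovery rate 2.25e-23 by camera and 0.145 by fry). On the HFD, AR113Q-HFD had the lower mean of the set, −0.18 ± 0.12 (SD, n = 5) against 0.05 ± 0.14 (SD, n = 4) in CTR-HFD arrays. The CTR-HFD mean leans on replicate 3, with 0.251 against −0.045 to 0.039 in the others. The gap may also depend on the scaling. Of the 200 brightest probes outside the glycolysis, starch and sucrose and fast fiber lists, 193 were lower in AR113Q-HFD than in CTR-HFD. Their median was −0.371, and 0.055 after quantile normalization. All 28 TCA cycle genes were lower on the HFD, with a median log2 fold change of −0.18 and a false discovery rate of 1.18e-17 by camera, 0.00563 by fry and 0.0199 with the estimated correlation. All 16 slow fiber genes were lower, with a median log2 fold change of −1.41 and a false discovery rate of 4.61e-10 by camera, 0.116 by fry and 0.149 with the estimated correlation. For Tnni1 the log2 fold change was −2.56 (standard error 1.09, adjusted p = 0.698 from limma), with a spread among AR113Q-HFD arrays of 0.32 ± 2.05 (SD, n = 5). The fast fiber genes had a median log2 fold change of −0.06 (false discovery rate 0.112 by camera), and with quantile normalization this median was 0.001. In control mice, Ppargc1a had a log2 fold change of −0.64 on the HFD (adjusted p = 0.548), and its interaction was 0.36 (adjusted p = 0.999).

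**Figure D2:**
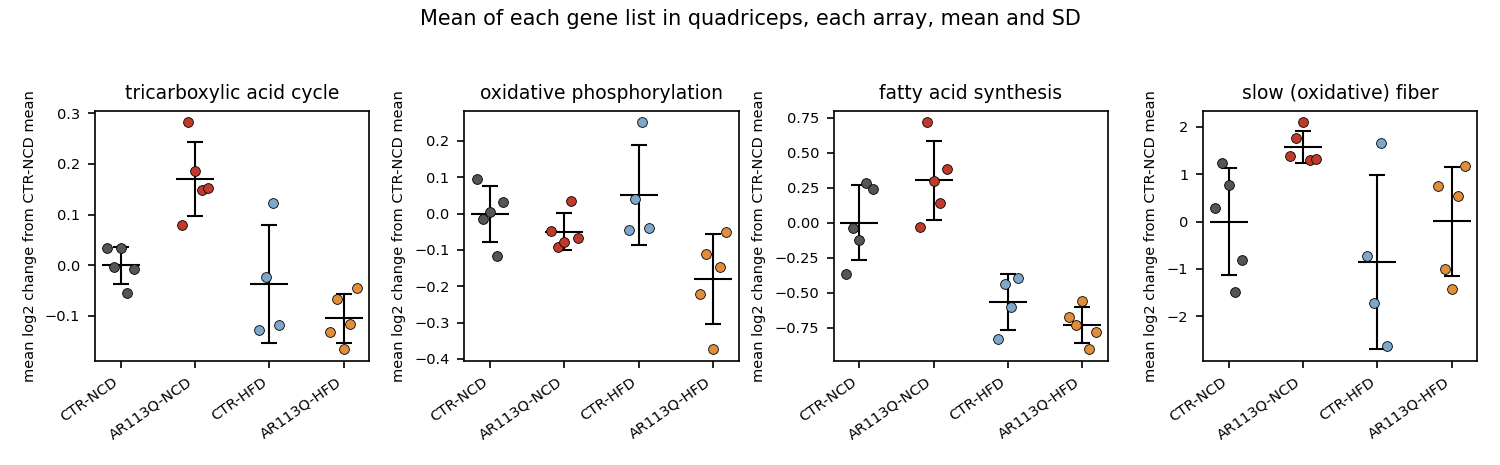
Mean log2 change from the CTR-NCD mean (y axis) of the genes of 4 lists in the 4 groups of arrays (x axis); points are arrays, and lines are the mean and SD. The slow fiber scores of AR113Q-HFD arrays range from −1.43 to 1.18, and those of AR113Q-NCD arrays from 1.30 to 2.09.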

Importantly, feeding SBMA mice an HFD decreased mTOR signaling activation, reduced the expression of PGC1α as well as of genes involved in oxidative phosphorylation, and attenuated the glycolytic-to-oxidative metabolic fiber-type switch.

PGC1α promotes mitochondrial biogenesis [104]. Consistent with the glycolytic-to-oxidative fiber-type switch and the upregulation of PGC1α, genes involved in mitochondrial dynamics were induced, and the activity of citrate synthase and the mitochondrial respiratory complexes was increased in SBMA muscle. Mitochondrial homeostasis is altered in SBMA [79], and mitochondrial membrane potential was decreased by oligomycin in glycolytic SBMA muscles. While the HFD did not affect mitochondrial complex activity, it decreased mitochondrial membrane depolarization induced by oligomycin, indicating that the HFD improves mitochondrial quality control. Mitochondrial dysfunction is often associated with induction of autophagy [90]. Autophagy is induced in the muscle of SBMA knock-in mice [16, 108], and our results show that autophagy flux is altered at late stages of disease. Notably, TFEB is induced in SBMA muscle, leading to upregulation of expression of several autophagy target genes [16]. In neurons, TFEB has been shown to work as a co-factor of AR, whose function is diminished by polyglutamine expansion [18]. It is possible that in muscle polyglutamine expansion in AR leads to a gain of TFEB function, resulting in enhanced autophagy. Although TFEB is negatively regulated by mTOR [94], we detected concurrent mTOR and TFEB activation in SBMA glycolytic, but not oxidative muscles, providing evidence that in disease conditions the two signaling pathways can be simultaneously activated. Importantly, the HFD reduced the expression of TFEB, linking TFEB to metabolism. Interestingly, an HFD attenuated autophagy defects and muscle atrophy caused by muscle-specific knock-out of histone deacetylases I and II, supporting the idea that HFD rescues autophagy alterations and muscle degeneration [62]. Consistent with this observation, the HFD decreased the levels of LC3I while increasing the levels of LC3II, suggesting a positive effect on autophagosome formation and autophagy flux.

Progressive muscle atrophy and body weight loss are prognostic factors for several neurodegenerative diseases, such as AD [54], HD [85], PD [1, 7], and ALS [27]. Body weight loss can result from reduced energy intake, increased energy expenditure, or both. Weight loss cannot be explained by decreased food intake in these conditions [85, 101]. Rather, neurodegenerative disorders are often associated with a hypermetabolic state [28, 58], suggesting that altered energy homeostasis contributes to pathogenesis [73]. These systemic metabolic deficits are characterized by altered lipid (cholesterol and fatty acid) metabolism, as reported in HD [9], and AD [29, 46]. Interestingly, male ALS patients have hypolipidemia [105], and decreased levels of low-density lipoprotein have been shown to correlate with respiratory impairment [15]. High levels of serum cholesterol and triglycerides correlate with longer survival, further highlighting the relevance of lipid metabolism in ALS [32]. Moreover, epidemiological studies showed that a higher body fat content is associated with a lower risk for ALS [36, 48], whereas a high-carbohydrate/low-fat diet is associated with an increased risk for ALS [66]. A beneficial effect of high-calorie diet has been proven in patients suffering from HD and ALS [31, 85, 101, 103], as well as in mice expressing either mutant SOD1 [33] or mutant VCP [49]. Notably, an HFD has been shown to stabilize body weight loss in ALS patients [31]. Recently, in a double-blind, placebo-controlled clinical trial, a high-carbohydrate diet, but not an HFD, ameliorated some aspects of disease in ALS patients [103]. In this trial, treatment was started after about 20 % body weight loss, and it remains to be established whether an HFD can be beneficial if treatment is started at earlier stages of disease. Different from ALS patients, in SBMA patients the average serum lipid levels are on the upper range to normal, and low-density lipoprotein levels are elevated in some patients [23, 34, 75]. In knock-in SBMA mice, we did not detect serum lipid alterations. Feeding normal mice an HFD results in development of metabolic syndrome characterized by glucose intolerance, insulin resistance and obesity [35]. AR113Q mice neither developed signs of glucose intolerance and insulin resistance nor they became obese when fed the HFD. Moreover, the HFD increased the weight of fat pad in AR113Q mice to a lesser extent compared to control mice. These results support the idea that SBMA mice require a higher caloric intake compared to control mice. Indeed, skeletal muscle represents 30 % of body weight, and a metabolic change in muscle towards oxidative phosphorylation is expected to impact body metabolism with increased need for fatty acids. Therefore, the effect of chronic exposure to HFD on metabolism leads to development of metabolic syndrome in control mice, but not SBMA mice, in which fatty acids are used by glycolytic muscles that have undergone a shift towards oxidative metabolism. However, before this approach can be translated to clinic, it is important to consider that an HFD may have undesired side effects in patients with serum hyperlipidemia.

Our results provide proof-of-principle that an HFD ameliorates muscle pathology, improves motor function, and extends life span of a mouse model of SBMA. The HFD ameliorated SBMA mouse phenotype by possibly affecting several tissues and metabolic pathways. In addition to muscle, the effect of diet may also come from adipose tissue. AR is highly expressed in adipose tissue, and the effect of polyglutamine expansion in AR on this peripheral tissue remains to be addressed. Our findings suggest an unprecedented role for adipose tissue in SBMA. Notably, androgen signaling mediated by the AR inhibits adipocyte differentiation and promotes lipolysis [65]. Adipose tissue controls whole body insulin sensitivity. Interestingly, pan-tissue knock-out of AR in mouse results in increased fat pad mass with normal insulin sensitivity and reduced body weight [78]. On the other hand, adipose tissue-specific knock-out of AR resulted in hyperinsulinemia in the absence of obesity, and when fed an HFD, the adipose tissue-specific AR knock-out mice developed obesity, hyperglycemia, and impaired insulin secretion. Another important aspect concerning adipose tissue and metabolism is the interplay between androgens and adipokine signaling [65]. High molecular weight adiponectin is expressed in white adipose tissue, increases insulin sensitivity, and is downregulated in obesity. Androgens inhibit the release of high molecular weight adiponectin, and castration or AR knock-out increased the serum levels of adiponectin. Further analysis will establish whether polyglutamine expansion in the AR alters adipokine signaling in SBMA. Our findings are consistent with a model whereby polyglutamine expansion in AR, in addition to conferring toxic gain of functions, leads to loss of AR function in muscle and possibly other tissues, such as adipose tissue. Some of these aspects were attenuated by the HFD, suggesting that this as a novel strategy in support to SBMA patients to modify disease onset, progression, and outcome.

## Electronic supplementary material

Below is the link to the electronic supplementary material. Additional details on Materials and Methods are provided in the Supplementary Information, together with 5 Supplementary Tables, 21 Supplementary Figures, and Supplementary References.

Supplementary material 1 (PDF 1916 kb)

Supplementary material 2 (XLSX 12 kb)

Supplementary material 3 (XLSX 21 kb)

Supplementary material 4 (XLSX 220 kb)

Supplementary material 5 (XLSX 9 kb)

Supplementary material 6 (XLSX 13 kb)

How the deposited data were processed for this re-analysis (not part of the article)

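Quadriceps RNA of 180-day-old AR113Q and wild-type control mice, fed the NCD or, from 40 days of age, the HFD, was read on 19 arrays with 5 CTR-NCD, 5 AR113Q-NCD, 4 CTR-HFD and 5 AR113Q-HFD samples. The deposited spot intensities were made by the authors with a one-colour labelling, an Agilent scanner and Feature Extraction, which per the file headers subtracted the local background and removed trends across the array, with no normalization between arrays. The authors also give a table of log2 values per transcript (25944 entries), whose sorted values nearly coincide between arrays, as after quantile normalization, and the paper's text does not name the method. The groups follow the sample labels.

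Intensities were taken to log2, outlier spots were left out, spots of a probe were averaged (43020 spots, 39429 probes), and the 75th percentile of each array was subtracted. A probe was kept when at least 0.5 of its spots were well above background on at least 4 of 19 arrays, which left 32026 probes. The number of arrays limits the precision, and the median share of probes well above background was 75.6% in CTR-NCD, 76.1% in AR113Q-NCD, 72.4% in CTR-HFD and 77.2% in AR113Q-HFD arrays. The 4 groups were fitted with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment, and comparisons were made between AR113Q-NCD and CTR-NCD, AR113Q-HFD and CTR-NCD, AR113Q-HFD and AR113Q-NCD, CTR-HFD and CTR-NCD, AR113Q-HFD and CTR-HFD, and for the genotype by diet interaction. Between AR113Q-HFD and CTR-NCD, 832 genes were higher and 734 lower. A gene was counted at an adjusted p under 0.05 and a fold change of at least 1.5 or at most 0.6, and for the interaction at an adjusted p under 0.05. Single genes were also tested with 2-sided exact permutation tests.

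Gene sets were tested with camera (inter-gene correlation 0.01), fry and fgsea 1.28.0 (10000 permutations) on 10 lists written by hand: glycolysis, starch and sucrose metabolism, the TCA cycle, fatty acid metabolism, glycerolipid metabolism, PPAR signaling, fatty acid synthesis, oxidative phosphorylation, slow fiber and fast fiber genes. Lists of denervation, polyamine metabolism, white adipocyte, brown adipocyte, red blood cell, Schwann cell and sex-linked genes were scored by their mean. For the ratio on held-out arrays, genes were chosen at an unadjusted p under 0.01 with the fold thresholds on 3 arrays against 3, over 100 choices. The method was tested on simulated data, where this ratio was 1.003 for a simulated 1 and 0.496 for a simulated 0.5. The simulated noise was independent between probes, and all changes were scaled by a common factor. Genes vary together on the real arrays, so these values do not give the accuracy of the ratio there. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

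The genes named in the text were set by a rule written before the data files were examined, as were the main tests and most alternatives. It takes every gene that the paper names in its microarray results or measured by real-time PCR in mouse muscle. For each comparison it adds the 5 largest rises and 5 largest falls among counted genes whose arrays do not overlap. The 5 interaction genes with the smallest adjusted p and members of a list where it is discussed complete it. Values that the paper's supplement gives for these arrays, among them those of Smox, Odc1 and Ucp1, had been read by then. Where that supplement lists a probe of a gene as changed, that probe was read, and otherwise the brightest. The alternatives were quantile normalization, median centring, normexp background correction (offset 50), the authors' values, other filters, slide and replicate blocks, array weights, other estimates of the variance, other thresholds, other set tests and each array left out in turn. Control spots were left out. Proteins, enzyme activities and lipids were not analysed here. Not every gene that the rule sets is reported here, among them some of the largest changes of AR113Q-HFD against CTR-NCD and against CTR-HFD.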

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

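The tests of the brightness of probes, of a poor array and of the splits of the gene sets were chosen only after the result was seen, while those of a slow muscle region, of brown adipose tissue and of the splits of the gene counts were not.

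Single arrays far from the others of their group were looked for in 228 groups of values, of which chance picks about 1 in 20, or 11.4, and 15 were found. In AR113Q-NCD replicate 3, Tnnc1 was 3.448 (next highest 2.369), Tnnt1 was 3.597 (next 2.585) and Myh7 was 6.994 (next 6.176), and Actn3 was the lowest at 7.603 (next lowest 7.828) and Pgk1 the lowest at 6.521 (next 6.808). In CTR-HFD arrays, replicate 3 had Slc2a3 at −0.623 (next lowest 0.35) and Atp2a2 at 0.094 (next highest −2.626), and replicate 4 had Pfkfb3 at 1.085 (next highest −0.218). In CTR-NCD arrays, replicate 1 had Atp1b2 at 1.804 (next lowest 3.588) and Ppargc1a at 3.68 (next highest 2.74), and replicate 3 had Myl1 at 8.486 (next lowest 8.581). In AR113Q-HFD arrays, replicate 3 had Atp1b1 at 2.304 (next lowest 3.301), and replicate 4 had Opa1 at 1.807 (next 2.333) and Sqstm1 at 4.186 (next 4.372). Cidea in AR113Q-NCD replicate 2 was 3.916 (next highest 0.955). A poor array would also stand out in its 75th percentile, its share of probes well above background or its outlier spots, and 0 of 12 groups of these measures held such an array, which argues against a poor array. The number found is close to that of chance. The slow fiber genes Tnnc1, Tnnt1 and Myh7 varied together, as the next part of the weighing describes. A difference between the samples was not tested apart from that.

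The slow fiber genes were higher in AR113Q-NCD than in CTR-NCD, and 2 of 16 had every AR113Q-NCD array above every CTR-NCD array, and 11 without CTR-NCD replicate 2. Their mean separated the groups (2-sided exact permutation test, p = 0.00794), and the median correlation among them within groups was 0.849. A slow muscle region dissected with the quadriceps of some mice could give such a shared spread, and so could a shift of fibers that differs among mice. Both bring the same transcripts, so they cannot be told apart here.

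For 6 gene sets, the effect of the genotype differed between the diets by camera. The median of the interaction was −0.235 for the TCA cycle, −0.199 for fatty acid metabolism, −0.134 for PPAR signaling, −0.296 for fatty acid synthesis, −0.204 for oxidative phosphorylation and −0.762 for slow fiber genes, so that each set was lower in AR113Q relative to CTR on the HFD than on the NCD. By fry, only the TCA cycle and PPAR signaling sets passed 0.05 (both 0.0483), and with the inter-gene correlation estimated none did, with a smallest false discovery rate of 0.117. That of oxidative phosphorylation was 0.145 by fry. Among 100 splits of the arrays, as small a camera p was reached by 2 for the TCA cycle and 3 for oxidative phosphorylation, so that by this count chance can be excluded for each of them taken alone. This makes no allowance for the 10 sets tried, and 18 of the 100 splits gave as many as 6 sets with a difference. As small a p was reached by 10 for fatty acid metabolism, 5 for PPAR signaling, 14 for fatty acid synthesis and 59 for slow fiber genes, so that chance cannot be excluded there. For the sets with no such difference, it was reached by 63 for glycolysis, 69 for starch and sucrose, 26 for glycerolipid metabolism and 80 for fast fiber genes. A compression of the brightest probes was tested on the oxidative phosphorylation genes between AR113Q-HFD and AR113Q-NCD. Their median was −0.15, that of equally bright lists −0.01 on average, and 0 of 10000 such lists were as low, which argues against compression as the whole cause. For the interaction of these genes, 0 of 10000 lists were as low either. For the TCA cycle and oxidative phosphorylation sets, an effect of the diet that depends on the genotype remains a hypothesis, found and tested on the same arrays.

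Between AR113Q-HFD and CTR-HFD, a comparison that the paper's text does not report for the arrays, 788 genes were higher and 537 lower in AR113Q mice. Of 100 splits of these arrays, 1 gave as many genes, the real one, so that by this count chance can be excluded. Another split still gave 882 genes, against 1325 in the real one. With the slide as a block, 874 genes were higher and 905 lower, so the slides do not account for the counts. Of the 200 brightest probes outside the lists, 193 were lower in AR113Q-HFD, with a median of −0.37, and this median was 0.055 after quantile normalization, so that small falls of bright genes there depend on the scaling. The genotype is the design's biological explanation, and cells of other types in the muscle of AR113Q mice remain open.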

How the results depend on the processing

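Chosen only after the data were seen were the normexp correction without spots under their background, CTR-HFD arrays as the control in the ratio on held-out arrays, the authors' values with an unadjusted p, and the tests of the genotype by diet interaction of the gene sets with their alternatives. The other alternatives were planned. Of 126 results for single named genes, 126 kept their direction and their side of the threshold with a trended and robust variance, 122 with no filter on dim probes, 122 with array weights, 121 without moderation of the variance, 112 with the authors' values, 111 with median centring, 109 with quantile normalization and 84 with normexp correction. The rise of genes and the fall of genes between AR113Q-NCD and CTR-NCD stayed within 1.5 times the reported counts in all fits without 1 array, with 553 to 679 higher and 489 to 689 lower genes.

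With normexp correction of the local background, the counts fell to 236 higher and 206 lower genes between AR113Q-NCD and CTR-NCD, 402 lower between AR113Q-HFD and CTR-NCD, 0 higher and 2 lower between AR113Q-HFD and AR113Q-NCD, and 226 higher and 270 lower between AR113Q-HFD and CTR-HFD, where the share of higher genes went from 59.5% to 45.6%. The medians between AR113Q-NCD and CTR-NCD that lost their call were −0.14 for glycolysis, −0.13 for starch and sucrose and −0.12 for fast fiber genes. Those that gained one were 0.25 for PPAR signaling and 0.56 for fatty acid synthesis, and oxidative phosphorylation reversed to 0.27. Between AR113Q-HFD and AR113Q-NCD, calls were lost for glycolysis (−0.014), fatty acid metabolism (−0.088) and glycerolipid metabolism (−0.083), and fast fiber genes reversed to 0.002. For the interaction, calls were gained for glycolysis (−0.38), starch and sucrose (−0.34), glycerolipid metabolism (−0.074) and fast fiber genes (−0.38). The ratio on held-out arrays was 0.85, with single choices of arrays from −25.43 to 2.89. Log2 fold changes that reversed between AR113Q-HFD and AR113Q-NCD were those of Chrng (−0.083), Gapdh (0.009), Myl1 (0.002), Pgk1 (0.006), Pvalb (0.002) and Slc2a3 (−0.016). Between AR113Q-NCD and CTR-NCD they were those of Actn2 (−0.21), Opa1 (0.15), Slc2a5 (−0.005), Sqstm1 (0.063) and Tfeb (0.029), and elsewhere those of Cldn2 between AR113Q-HFD and CTR-NCD (−0.65) and of the interaction of D130061D10Rik (0.28). This setting is unreliable, since on 7 arrays between 1 and 9 spots lay under their local background, with a difference down to −36415.2 units of brightness in CTR-NCD replicate 5, and its fit of the background takes in such spots. Without these spots, none of the named genes reversed. The counts were then 357 higher between AR113Q-NCD and CTR-NCD, 441 higher and 470 lower between AR113Q-HFD and CTR-NCD, 3 higher between AR113Q-HFD and AR113Q-NCD, and 394 higher between AR113Q-HFD and CTR-HFD. In that setting, the PPAR signaling (0.099), fatty acid synthesis (0.28) and oxidative phosphorylation (−0.010) sets gained a call between AR113Q-NCD and CTR-NCD, and the glycerolipid set between AR113Q-HFD and AR113Q-NCD (−0.022) and the slow fiber interaction (−0.82) lost theirs. For the rest of these differences the cause was not tested.

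Quantile normalization reversed the median of oxidative phosphorylation between AR113Q-NCD and CTR-NCD to 0.12, that of fast fiber genes between AR113Q-HFD and AR113Q-NCD to 0.001, and the interactions of fast fiber genes to 0.007 and of starch and sucrose to 0.032. The glycerolipid (−0.032) and glycolysis (−0.011) sets lost their call between AR113Q-HFD and AR113Q-NCD. Log2 fold changes between AR113Q-NCD and CTR-NCD reversed for Chrng (0.062), Gapdh (0.028), Myh4 (0.10) and Myl1 (0.044), and between AR113Q-HFD and AR113Q-NCD for Gapdh (0.010), Myl1 (0.033), Pgk1 (0.009), Pvalb (0.008) and Tnni2 (0). With the authors' values, which are normalized between arrays, oxidative phosphorylation reversed to 0.13, and the interactions of glycolysis and of starch and sucrose reversed to 0.074 and 0.082. The glycerolipid (−0.024) and glycolysis (−0.023) sets lost their call between AR113Q-HFD and AR113Q-NCD, and 477 genes were lower in AR113Q-HFD than in CTR-NCD. Reversed log2 fold changes were those of Chrng (0.040), Myh4 (0.025), Myl1 (0.011) and Tnni2 (0.066) between AR113Q-NCD and CTR-NCD, and of Acta1 (0.010) and Myl1 (0.010) between AR113Q-HFD and AR113Q-NCD. Median centring reversed Chrng (0.007) and the oxidative phosphorylation set (0.034) between AR113Q-NCD and CTR-NCD. Under the 75th percentile, the 200 brightest probes outside the lists had a median log2 fold change of −0.22 between AR113Q-NCD and CTR-NCD, and 0.074 after quantile normalization, so that the directions of bright genes with small changes depend on the scaling. The median over all probes moved by less than 0.1 between these scalings. Between AR113Q-HFD and CTR-NCD, the share of higher among counted genes went from 53.1% to 67.0% with median centring and to 64.7% with the authors' values. Beyond the scaling itself, the cause was not tested.

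Without a filter on dim probes, the PPAR signaling set gained a call (0.12). With only probes well above background on all arrays, 2 genes were higher in AR113Q-HFD than in AR113Q-NCD, and the glycerolipid set there (−0.031) and the slow fiber interaction (−0.86) lost their call. Chrna9 was then read by another probe with −0.90, since its first probe was left out, and Slc2a5 had no value. Array weights took the call of the slow fiber interaction (−0.28) and reversed Pgk1 between AR113Q-HFD and AR113Q-NCD (0.002). With the slide as a block, 0 genes were higher and 2 lower in AR113Q-HFD than in AR113Q-NCD, 905 were lower in AR113Q-HFD than in CTR-HFD, and calls were lost for the glycerolipid set between AR113Q-HFD and AR113Q-NCD (−0.033) and for the interactions of PPAR signaling (−0.12) and slow fiber genes (−0.65). The cause was not tested.

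Between AR113Q-HFD and AR113Q-NCD, where few genes were counted, there were 2 higher genes with a trended and robust variance, 0 higher and 2 lower without moderation, 0 higher and 1 lower when only these groups were fitted, 0 higher with 1 probe per gene, and 0 higher and 0 lower with the t-test of the paper's methods. At an unadjusted p under 0.05 there were 188 higher and 116 lower genes by limma, and 150 higher and 126 lower by the t-test. Between CTR-HFD and CTR-NCD those counts were 190 higher and 97 lower by limma, and 82 higher and 55 lower by the t-test, and the unadjusted interaction held 1398 genes. An adjusted p without fold thresholds gave 2213 higher and 2503 lower genes between AR113Q-NCD and CTR-NCD, 2750 and 3077 between AR113Q-HFD and CTR-NCD, and 2118 and 2789 between AR113Q-HFD and CTR-HFD, where the share of higher genes was 43.2%. More or fewer genes follow here from the thresholds themselves, and otherwise the cause was not tested.

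The choice of set test left the medians as they are and changed the calls. Within camera this follows by construction from the inter-gene correlation, and for fry and fgsea the cause was not tested. With that correlation estimated, calls were lost between AR113Q-NCD and CTR-NCD for glycolysis (−0.42), starch and sucrose (−0.30), the TCA cycle (0.088), fatty acid metabolism (0.27), glycerolipid metabolism (0.12), slow fiber (1.64) and fast fiber genes (−0.41). Between AR113Q-HFD and AR113Q-NCD they were lost for glycolysis (−0.062), fatty acid metabolism (−0.12), glycerolipid metabolism (−0.033), oxidative phosphorylation (−0.15) and slow fiber genes (−1.41), and for the interaction for the TCA cycle (−0.23), fatty acid metabolism (−0.20), PPAR signaling (−0.13), fatty acid synthesis (−0.30), oxidative phosphorylation (−0.20) and slow fiber genes (−0.76). By fry, of these results, those of the TCA cycle (0.088) and slow fiber genes (1.64) lost their call between AR113Q-NCD and CTR-NCD, all of those just named lost it between AR113Q-HFD and AR113Q-NCD (−0.062, −0.12, −0.033, −0.15 and −1.41), and so did the interactions of fatty acid metabolism (−0.20), fatty acid synthesis (−0.30), oxidative phosphorylation (−0.20) and slow fiber genes (−0.76). By fgsea, the glycerolipid interaction gained a call (−0.057).

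With 1 array left out at a time, AR113Q-HFD had 0 to 6 higher and 0 to 7 lower genes than AR113Q-NCD, and CTR-HFD had 0 to 1 higher genes than CTR-NCD. The PPAR signaling set between AR113Q-NCD and CTR-NCD ranged from 0.11 to 0.17, with a call in 5 of 19 fits. Between AR113Q-HFD and AR113Q-NCD, medians were −0.10 to −0.025 for glycolysis, −0.023 to 0.042 for starch and sucrose, −0.060 to −0.019 for glycerolipid metabolism and −0.091 to −0.013 for fast fiber genes. The interactions were −0.088 to 0.023 for starch and sucrose, −0.071 to −0.016 for glycerolipid metabolism, −0.16 to −0.073 for PPAR signaling and −1.36 to 0.014 for slow fiber genes. Log2 fold changes that changed sign between AR113Q-HFD and AR113Q-NCD were those of Actc1 (−0.097 to 0.19), Actn3 (−0.023 to 0.080), Fbxo30 (−0.12 to 0.013), Map1lc3b (−0.009 to 0.054), Pfkfb3 (−0.17 to 0.055), Slc2a3 (−0.14 to 0.31) and Tfeb (−0.009 to 0.11), and between AR113Q-NCD and CTR-NCD those of Atp1b2 (−0.063 to 0.51) and Chrng (−0.16 to 0.022). The slow fiber interaction changed sign without CTR-HFD replicate 3, Atp1b2 without CTR-NCD replicate 1 and Tfeb without AR113Q-HFD replicate 2. A call between AR113Q-NCD and CTR-NCD was lost in 13 of 19 fits for Ppara and for Sqstm1 and in 12 for Hk2. Leaving out an array leaves fewer arrays, and otherwise the cause was not tested.

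The arrays of each group carry replicate numbers. Arrays with the same number had a mean correlation of 0.223 after removal of the group means (−0.206 to 0.538, with 8 of 27 pairs at 0.1 or less), against −0.055 for arrays with different numbers (81 of 108 pairs at 0.1 or less). Arrays of the same slide had 0.26, and the number equals the slide on every array but CTR-HFD replicate 4, so that numbers and slides cannot be told apart and the numbers do not establish a pairing of the mice. With the replicate block, 649 genes were higher and 710 lower in AR113Q-NCD than in CTR-NCD, 0 were higher and 2 lower in AR113Q-HFD than in AR113Q-NCD, and the slow fiber interaction lost its call (−0.84), and the cause was not tested.

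Signal over background limits the dimmest transcripts. Of 39429 probes, 24994 were well above background on all 19 arrays, and a fold change of a transcript near the background in 1 group, such as Slc2a5 in CTR-NCD, depends on how the background is treated. On data simulated with 200 probes changed by 2 on the log2 scale, 175 were recovered.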

Differences from the paper's values

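The alternatives set before the data were examined are named beside each value, and the authors' values with an unadjusted p were chosen only after the values were seen. No test of a cause is reported in this part.

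The paper's count of genes lower in AR113Q-NCD than in CTR-NCD is 286, and 568 were found. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with the authors' values (426) and with normexp correction (206). It was not so under the others, with 462 under median centring, 505 under quantile normalization, 746 with the slide as a block, 2503 without fold thresholds, 489 to 689 with 1 array left out, and the remaining ones between 462 and 2503. With the authors' values and an unadjusted p under 0.05, chosen after the values were seen, it was 477. With normexp correction without spots under their background, also chosen after the data were seen, it was 400, within 1.5 times the paper's.

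The paper's value of the Slc2a5 fold change is 4.7, and 7.48 was found. It was within 1.5 times the paper's with the authors' values (4.72), without CTR-NCD replicate 1 (5.81), 2 (7.01) or 3 (6.36), and without AR113Q-NCD replicate 2 (5.73) or 5 (6.87). It was not so with quantile normalization (7.14), median centring (7.79), normexp correction (0.997), array weights (9.32), without CTR-NCD replicate 4 (9.00) or 5 (10.02), without AR113Q-NCD replicate 1 (8.38), 3 (8.56) or 4 (8.26), or under the remaining alternatives set at that time (7.48). It had no value when probes had to be well above background on all arrays.

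The fold changes and p-values of the paper's Supplementary Table 3 equal those of limma on the authors' values without adjustment (largest relative difference of p 0.00048%). Of its 836 transcripts, 694 had an adjusted p under 0.05 there.

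The paper states that Tnni2, Myh4 and Pvalb did not change. All were lower, with log2 fold changes of −0.29, −0.33 and −0.41 and adjusted p of 0.027, 0.00679 and 0.00165, and a second Pvalb probe had −0.94 (adjusted p = 0.00558), past the fold threshold. With quantile normalization, median centring and normexp correction, none of the first 3 values was past 0.05, and with the authors' values Tnni2 and Myh4 were not. Tnni2 was also not past it without CTR-NCD replicate 1 or 5 or without AR113Q-NCD replicate 3 or 5.

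The paper states that 6 slow fiber markers were upregulated. All were higher, and none was past the threshold. Tnnc1 passed it when only AR113Q-NCD and CTR-NCD were fitted with limma, and Myh7b passed it with normexp correction without spots under their background, a setting chosen after the data were seen.

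The paper states that PPAR signaling was upregulated. The set was higher with a false discovery rate of 0.0596, and it passed 0.05 without a filter on dim probes (0.0201), with normexp correction (3.68e-05), with that correction without spots under their background (0.00143), and in 5 of 19 fits without 1 array.

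The paper states that the HFD reduced the changes in gene expression, among them those of Ppargc1a and Tfeb. For these genes the paper cites real-time PCR, whereas the values here are those of the arrays. The ratio on held-out arrays was 1.09, where a value under 1 would be a reduction, and 0 genes had an interaction past 0.05 in limma, with 1398 at an unadjusted p under 0.05. The mean of single ratios was under 1 with normexp correction (0.847, SD 2.69) and for lower genes alone (0.977, SD 0.904). The mean log2 changes there were not smaller on the HFD, with 1.15 on the HFD and 1.06 on the NCD with normexp correction, and 1.00 and 0.99 for lower genes alone. Of the 100 choices, 59 ratios were under 1 with normexp correction, 53 for lower genes alone and 39 with CTR-HFD arrays as the control. There were 38 with normexp correction without spots under their background, 14 in the main setting and 2 to 21 under the others. The log2 fold changes on the HFD were −0.28 for Ppargc1a and 0.05 for Tfeb, with adjusted p of 0.962 and 0.994. Of the gene sets, some moved back toward or past the CTR-NCD mean. The TCA cycle score was 0.17 in AR113Q-NCD and −0.11 in AR113Q-HFD arrays (false discovery rate 0.00563 by fry and 0.0199 with the inter-gene correlation estimated), and the fatty acid synthesis score was 0.30 and −0.73 (0.000104 and 0.00266). The PPAR signaling set was also lower on the HFD (0.00929 and 0.0199), and the slow fiber score was 1.57 and 0.01 (0.116 and 0.149). In CTR-HFD arrays these scores were −0.04 for the TCA cycle, −0.56 for fatty acid synthesis and −0.85 for slow fiber genes, so that the means of the last 2 were also lower on the HFD in control mice, and a fall on the HFD is not by itself a reduced effect of the genotype.

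The paper states that the genes of lipolysis had a higher expression. The 4 lipases were higher, and none was past the threshold, with adjusted p of 0.19 to 0.391 from limma. No list of lipolysis genes was written, and the paper's sentence names none, so its genes may be others. Cidea, to which the paper gives a role in lipolysis, had a log2 fold change of 2.07 (adjusted p = 0.0554).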

Other observations

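The tests of the brightness of probes and of the splits of the gene sets were chosen only after the result was seen, and those of brown adipose tissue and of the splits of the gene counts were not.

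Genes that the paper measured by real-time PCR or as proteins were read on the arrays between AR113Q-NCD and CTR-NCD, in samples that were not shown to be those of the PCR. Of 22 genes measured by PCR, 15 had an adjusted p under 0.05 adjusted over the list alone and 12 over all probes tested. Over the list alone, 8 were higher and 7 lower, a count that takes no account of the direction by PCR. Sqstm1, which the paper found higher by PCR, was lower here. Probes that the paper's supplement lists as changed on these arrays were preferred, so the count is not independent evidence. Aldh9a1 had a log2 fold change of 0.70 (adjusted p = 0.0341), Cidea of 2.07 (adjusted p = 0.0554) and Atp2a2 of 1.55 (adjusted p = 0.0845). Of 33 alternatives, the call of Aldh9a1 was lost under 10, while Cidea gained a call under 9 and Atp2a2 under 4. Pfkm, Pfkfb3, Gapdh, Pgk1 and Ldha had log2 fold changes of −0.64, −3.24, −0.33, −0.46 and −0.41 with adjusted p of at most 0.00664, and this Gapdh probe had 0.028 after quantile normalization. The 6 other Gapdh probes were lower by −0.78 to −0.43 on the log2 scale, with adjusted p of at most 0.000959, and were not read under the other scalings. Hk2 had −0.45 (adjusted p = 0.0485), and this call was lost under 21 of 33 alternatives. Dnm1l had a log2 fold change of 0.18 (adjusted p = 0.124), Opa1 of −0.07 (adjusted p = 0.76), Map1lc3b of 0.14 (adjusted p = 0.144) and Sqstm1 of −0.23 (adjusted p = 0.0443), and Sqstm1 was 0.063 with normexp correction, while another Sqstm1 probe had −0.46 (adjusted p = 0.00835). Fbxo21 and Fbxo30 had 0.15 and 0.19 with adjusted p of 0.358 and 0.254.

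Lists of marker genes were scored as the mean log2 change from the CTR-NCD mean. The denervation score was 0.59 ± 0.04 (SD, n = 5) in AR113Q-NCD, 0.07 ± 0.28 (SD, n = 4) in CTR-HFD and 0.82 ± 0.38 (SD, n = 5) in AR113Q-HFD arrays. Chrna1, Musk and Myog had log2 fold changes between AR113Q-NCD and CTR-NCD of 1.50, 0.78 and 0.82 with adjusted p of at most 0.00862, and Chrng had −0.05 (adjusted p = 0.929), which was 0.062 after quantile normalization. The polyamine metabolism score, a list with Smox and Odc1, was −0.74 ± 0.09 (SD, n = 5) in AR113Q-NCD and −0.73 ± 0.09 (SD, n = 5) in AR113Q-HFD arrays. The paper's values of Smox and Odc1 on these arrays had been read beforehand, so this score is not independent evidence. In AR113Q-NCD arrays, the scores (mean ± SD, n = 5) were 0.22 ± 0.36 for white adipocyte, 0.74 ± 0.90 for brown adipocyte, 0.17 ± 0.23 for red blood cell, 0.17 ± 0.11 for Schwann cell, and 0.05 ± 0.17 for Y chromosome and Xist genes.

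Ucp1 and Cidea were highest in AR113Q-NCD replicate 2. The paper's value of Ucp1 on these arrays had been read before the genes to name were set. Of 8 other brown adipocyte genes, 4 had their highest value of the 19 arrays there (Acot11, Elovl3, Pm20d1 and Slc27a2), and of 11 white adipocyte genes 1 did (Agpat2). Elovl3 was well above background on 1 array only, fewer than the filter asks. Genes of a tissue vary together, so these counts carry no p-value. Brown adipose tissue dissected with the quadriceps of that sample is a candidate explanation. An expression of these genes by the muscle itself brings the same transcripts, so that these explanations cannot be told apart here.

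The fast fiber and glycolysis genes are bright. The 20 of them among the 400 brightest had a median log2 fold change between AR113Q-NCD and CTR-NCD of −0.40, against −0.30 on average in equally bright lists, and 755 of 10000 lists were as low, so that their fall may be one of bright probes in general, and it was −0.035 after quantile normalization. The 7 of them outside the 400 brightest had a median of −0.50 against −0.05, 5 of 10000 lists were as low, and the median was −0.44 after quantile normalization, which argues against the compression of bright probes as the cause for these genes. A fall of these transcripts with the genotype remains a hypothesis. The oxidative phosphorylation genes had a median of −0.025 between AR113Q-NCD and CTR-NCD, against −0.095 on average in equally bright lists, and 9995 of 10000 lists were as low, so that they lay above genes of their brightness.

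Among 100 splits of the arrays, as many genes were counted in 1 split, the real one, for AR113Q-NCD against CTR-NCD and for AR113Q-HFD against CTR-NCD, so that by this count chance can be excluded. The largest count in another split was 31 against 1191 for the first and 480 against 1566 for the second. For AR113Q-HFD against AR113Q-NCD the real split was also the only one, with 7 genes against at most 3 in another split. With the slide as a block, 0 higher and 2 lower genes were counted there, so that chance is less firmly excluded for this comparison. The real count was reached in 100 splits for CTR-HFD against CTR-NCD and in 100 for the interaction, where 0 genes were counted. For the sets between AR113Q-NCD and CTR-NCD, as small a camera p was reached by 2 splits for glycolysis, 4 for starch and sucrose and 2 for fast fiber genes, so that chance can be excluded, and by 29 for the TCA cycle, 18 for fatty acid metabolism, 17 for glycerolipid metabolism, 33 for PPAR signaling, 53 for fatty acid synthesis, 84 for oxidative phosphorylation and 33 for slow fiber genes, so that by this count alone it cannot. The mean scores, read without the other genes, did separate the groups for 4 of these sets. In AR113Q-NCD and CTR-NCD arrays they were 0.08 to 0.282 and −0.055 to 0.034 for the TCA cycle, 0.178 to 0.38 and −0.155 to 0.099 for fatty acid metabolism, 0.19 to 0.347 and −0.042 to 0.035 for glycerolipid metabolism, and 1.301 to 2.09 and −1.483 to 1.234 for slow fiber genes. Fry gave 0.00283 for fatty acid metabolism, 0.000532 for glycerolipid metabolism and 0.0667 for the TCA cycle and slow fiber genes, so the splits and the scores differ and chance is left open. Between AR113Q-HFD and AR113Q-NCD it was reached by 1 for the TCA cycle and 1 for fatty acid synthesis, where chance can be excluded, and by 25 for glycolysis, 72 for starch and sucrose, 22 for fatty acid metabolism, 32 for glycerolipid metabolism, 6 for PPAR signaling, 8 for oxidative phosphorylation, 7 for slow fiber and 46 for fast fiber genes, where it cannot. These counts are of each set taken alone, and as many sets as the real arrays gave were called in 20 splits for AR113Q-NCD against CTR-NCD and in 10 for AR113Q-HFD against AR113Q-NCD.

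The smallest adjusted p of the interaction, 0.82, was shared by many genes. With 1 probe per gene, those of smallest unadjusted p were Klhl29, Syne1, Slco4a1, Sept10 and D130061D10Rik, and Fabp5 and a probe of Fam171b also had 0.82. With CTR-HFD arrays in place of the CTR-NCD arrays as the control of AR113Q-HFD, the ratio on held-out arrays was 1.10 (SD 0.361).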
